# Role of p110a subunit of PI3-kinase in skeletal muscle mitochondrial homeostasis and metabolism

**DOI:** 10.1038/s41467-019-11265-y

**Published:** 2019-07-30

**Authors:** Mengyao Ella Li, Hans P. M. M. Lauritzen, Brian T. O’Neill, Chih-Hao Wang, Weikang Cai, Bruna B. Brandao, Masaji Sakaguchi, Rongya Tao, Michael F. Hirshman, Samir Softic, C. Ronald Kahn

**Keywords:** Insulin signalling, Diabetes, Energy metabolism

## Abstract

Skeletal muscle insulin resistance, decreased phosphatidylinositol 3-kinase (PI3K) activation and altered mitochondrial function are hallmarks of type 2 diabetes. To determine the relationship between these abnormalities, we created mice with muscle-specific knockout of the p110α or p110β catalytic subunits of PI3K. We find that mice with muscle-specific knockout of p110α, but not p110β, display impaired insulin signaling and reduced muscle size due to enhanced proteasomal and autophagic activity. Despite insulin resistance and muscle atrophy, M-p110αKO mice show decreased serum myostatin, increased mitochondrial mass, increased mitochondrial fusion, and increased *PGC1α* expression, especially *PCG1α2* and *PCG1α3*. This leads to enhanced mitochondrial oxidative capacity, increased muscle NADH content, and higher muscle free radical release measured in vivo using pMitoTimer reporter. Thus, p110α is the dominant catalytic isoform of PI3K in muscle in control of insulin sensitivity and muscle mass, and has a unique role in mitochondrial homeostasis in skeletal muscle.

## Abstract (web summary)

Diabetes is associated with decreased PI3K activation in skeletal muscle. Here, the authors show that p110a is the predominant PI3K subunit in muscle, and show that its ablation in muscle, but not ablation of p110beta, leads to insulin resistance, increased proteosomal and autophagic activity, and altered mitochondria homeostasis in mice.

## Introduction

Phosphatidylinositol 3-kinase (PI3K) is critical in insulin action and plays key regulatory roles in cell metabolism^1^. Class IA PI3Ks are heterodimers consisting of a regulatory subunit (usually p85α/β), and a catalytic subunit (usually p110α, p110β, and p110δ) that catalyzes the production of phosphatidylinositol 3,4,5-trisphosphate (PIP3) in response to ligand stimulation^1^. Studies with tissue-specific knockout and chemical inhibitors have shown different roles of the major catalytic subunits, p110α and p110β, in insulin action in the liver and fat^2–4^. Thus, while impaired glucose tolerance is observed in mice with liver-specific knockout of either p110α or p110β, only liver-specific deletion of p110α results in a blunting of insulin-stimulated Akt phosphorylation^2,3^. Similarly, loss of p110α, but not p110β, in adipose tissue results in glucose intolerance, despite no reduction in fat mass^4^. These data indicate that while both p110α and p110β catalytic subunits are present in most insulin-sensitive tissues, in the liver and fat, p110α appears to be more important in metabolic response through the PI3K-AKT axis.

Skeletal muscle insulin resistance is a hallmark of type 2 diabetes mellitus and the obese-prediabetic state^5^. This is usually associated with mitochondrial dysfunction manifest by decreased mitochondrial content and mitochondrial oxidative capacity^6^, although some studies have found no change or even increased mitochondrial metabolism in obese and insulin-resistant humans and rodents^7,8^, indicating a complex relationship between mitochondrial function and insulin action. In addition, diabetes and insulin resistance have been associated with altered muscle growth and fiber type^9^, and muscle wasting has been shown to correlate with defects in insulin and IGF-1 signaling in skeletal muscle^9,10^. Defects in insulin stimulation of PI3K in muscle have also been detected in type 2 diabetes, obesity, and even prediabetes^11,12^. The roles the p110α and p110β catalytic subunits in regulation of muscle metabolism, however, are not known.

The aim of this study was to define the relative roles of the p110α and p110β isoforms in the regulation of muscle growth and mitochondrial metabolism. We find that the loss of p110α, but not p110β, in muscle leads to insulin resistance and reduced muscle mass primarily due to enhanced protein degradation. Interestingly, loss of p110α is also accompanied by increased expression of *PGC1α*, especially the α2 and α3 isoforms, increased mitochondrial biogenesis, altered mitochondrial dynamics, and increased mitochondrial oxidative capacity. Taken together, these data indicate that PI3K and the p110α catalytic subunit play a unique role in regulation of muscle metabolism, being critical for maintenance of muscle mass and normal mitochondrial homeostasis. This bifunctional role of p110α may, in part, explain the association between muscle insulin resistance and mitochondrial dysfunction in diabetes and other insulin-resistant states.

## Results

### Decreased PI3K activity and impaired insulin signaling

Skeletal muscle expresses both major catalytic subunits of PI3K. 

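Pik3ca, which encodes p110α, gave 772–2012 counts per library in TA muscle of the 14 floxed controls that were sequenced, and Pik3cb, which encodes p110β, gave 56–175. Each catalytic subunit pairs with a regulatory subunit to make a class I PI3K. Scaled to assigned reads per library (CPM), Pik3ca averaged 141.7 ± 28.8 (SD) and Pik3cb 11.6 ± 2.34. The ratio of Pik3ca to Pik3cb was 10.7, 10.6, 13.8 and 10.5 in the 4 fed controls of the p110α line, and 11.6, 11.5, 12.8 and 12.1 in its 4 fasted controls. In the p110β line it was 13.7, 16.0 and 11.3 in the 3 fed controls and 12.5, 11.5 and 13.2 in the 3 fasted controls. The mean over all 14 was 12.26 ± 1.53 (SD), with an exact two-sided sign-flip permutation p = 0.000122 for log2 ratios centred on 0, the smallest that 14 libraries allow. Mean ratios were close in fed (12.4 ± 2.15, n = 7) and fasted controls (12.2 ± 0.668, n = 7). Supplementary Fig. 1a gives n = 4. The summed exons of Pik3ca span 9088 bases and those of Pik3cb 7193, and per kilobase the ratio was 9.70 ± 1.21. Pik3ca (ENSMUSG00000027665) lies on chromosome 3 at 32397671–32468486 of GRCm38 and Pik3cb (ENSMUSG00000032462) on chromosome 9 at 99036654–99140621.

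**Figure D1:**
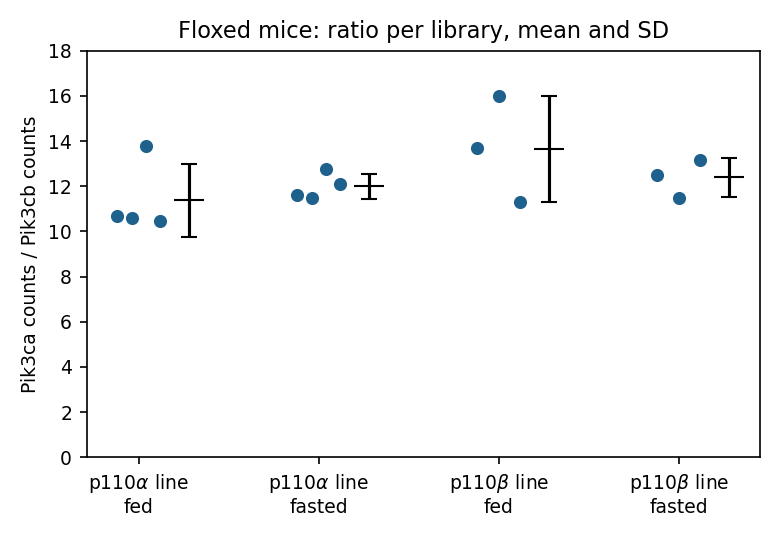
Ratio of Pik3ca to Pik3cb counts in each floxed control library (points) with the mean and SD of each group (bars), for fed and fasted controls of the p110α and p110β lines. All 14 libraries lie between 10.46 and 15.98.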

RNA-Seq analysis of muscle revealed that *p110α* mRNA was 12-fold higher than *p110β* mRNA when analyzed as the fraction of total reads (Supplementary Fig. 1a), suggesting a dominant role of p110α in this tissue. To more directly address this question, we specifically inactivated the *p110α* or *p110β* genes in skeletal muscle using Cre-lox recombination. The resultant M-p110αKO displayed a 77% and a 83% reduction in *p110α* mRNA and protein levels in pooled hindlimb skeletal muscles, respectively (Supplementary Fig. 1b, c). This percentage approximates the relative contribution of myocytes to other cells in skeletal muscle, such as satellite cells, adipocytes, endothelial cells, nerves, and fibroblasts^13^. Although no good antibodies exist for p110β protein, there was a similar 79% reduction in *p110β* mRNA in skeletal muscle of M-p110βKO (Supplementary Fig. 1d).

Consistent with the relative abundance of *p110α* versus *p110β* mRNA, insulin-stimulated PI3K activity in anti-IRS-1 and anti-pTyr immunoprecipitates was almost completely lost in muscle extracts of M-p110αKO (Fig. 1a), whereas no significant difference in PI3K activity was detected in M-p110βKO mice (Supplementary Fig. 1e), despite a trend toward reduced pTyr-associated PI3K activity in these mice (IP:pTyr, *p* = 0.12, Student’s *t* test). Similarly, a qualitative comparison of insulin-stimulated PIP3 immunofluorescence—the product of PI3K—showed almost complete loss of PIP3 staining in muscle of M-p110αKO, whereas the PIP3 level in M-p110βKO was similar to the controls (Supplementary Fig. 1f, g). As expected, muscle-specific deletion of p110α impaired insulin signaling with a 42% decrease in phosphorylation of AKT in skeletal muscle (Fig. 1b, c). Somewhat surprisingly, following insulin injection, there was a similar decrease in ERK phosphorylation (*p* = 0.04) (Supplementary Fig. 2a) and a tendency toward reduced 4EBP1 phosphorylation (Supplementary Fig. 2b), suggesting some downstream crosstalk between these pathways. However, there was no significant difference in AKT phosphorylation in M-p110αKO, as compared with controls, following 13 weeks of high-fat diet (HFD) feeding (60% calories from fat) (Supplementary Fig. 2c). ERK phosphorylation was also not different, indicating that insulin resistance induced by HFD was sufficient to abrogate the difference in insulin signaling observed between controls and M-p110αKO on chow diet (CD) (Supplementary Fig. 2c). By comparison, no changes were displayed in the phosphorylation levels of AKT, ERK, GSK3β, or 4EBP1 in M-p110βKO, whether on CD or HFD (Supplementary Fig. 2d, e).

**Fig. 1:**
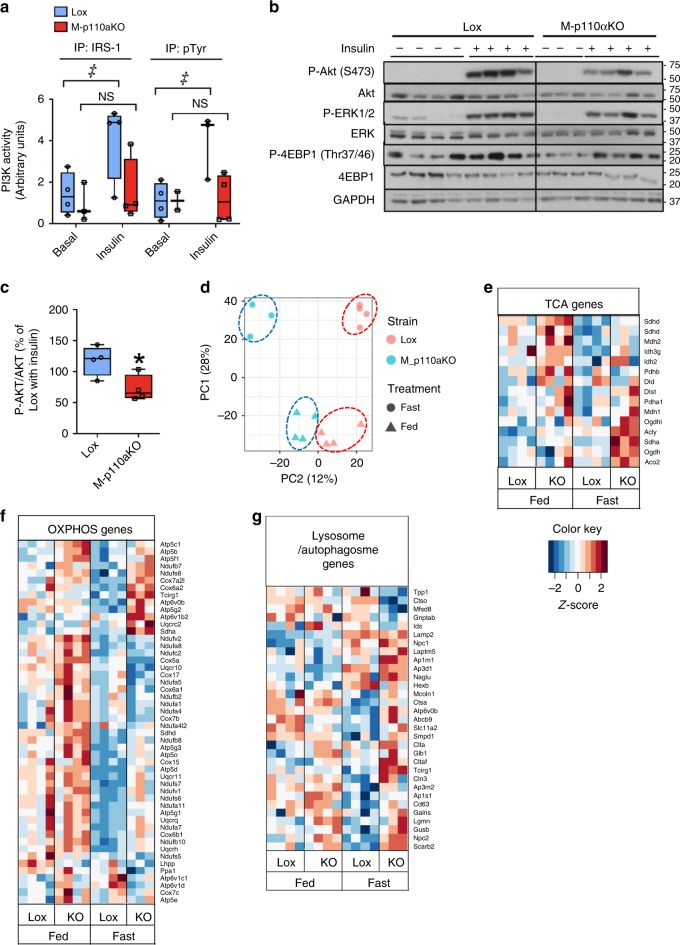
Impaired insulin signaling and changes in FA oxidation and lysosome pathways. **a** PI3K activities from extracts immunoprecipitated with anti-IRS-1 or anti-pTyr antibodies in gastrocnemius muscles of M-p110αKO and control mice after insulin injection (5 U of regular insulin via the inferior vena cava) (*n* = 4). **b**, **c** Western blot of insulin signaling (**b**) and densitometric analysis of P-AKT/AKT (**c**) in quadriceps muscle of M-p110αKO and controls that were fasted overnight and treated with saline or insulin intravenously. **d** Principal component analysis (PCA) plot of transcriptomic analysis by RNA-Seq from TA muscles of control and M-p110αKO in fed and 24 -h fasted conditions (ctrl, *n* = 3; KO, *n* = 4). **e**–**g** Heatmap of transcripts involved in KEGG pathways analyzed from the RNA-Seq experiment in panel **d** (ctrl, *n* = 3; KO, *n* = 4). Genes involved in the TCA cycle (**e**), oxidative phosphorylation (**f**), and autophagosome– lysosme pathways (**g**) were listed in the heatmap, and the color intensities indicate Z-score of each sample by gene. All mice were 3-month old. *P < 0.05 by Student’s *t* test; ^‡^*P* < 0.05 by two-way ANOVA. PC1 principle coordinate 1, PC2 principle coordinate 2. Box plots visualize the five-number summary of a data set (minimum, lower quartile, median, upper quartile, and maximum)

### Increased proteasome activity and autophagy signalings

Muscle gene expression was assessed using RNA-Seq analysis. 

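RNA from TA muscle of the p110α line was sequenced from 4 fed controls, 4 fed M-p110αKO, 4 controls fasted for 24 h and 3 fasted M-p110αKO. These numbers follow the sample labels, while the legend of Fig. 1d–g gives 3 controls and 4 M-p110αKO. For the p110β line there were 3 fed controls, 4 fed M-p110βKO, 3 fasted controls and 4 fasted M-p110βKO. The mice were 3 months old. The authors aligned the reads to the mouse genome and deposited the number of reads assigned to each of 48023 genes, summed over all exons. Median assigned reads were 8816807.5 in fed controls of the p110α line, 9930002 in fed M-p110αKO, 9963479.5 in fasted controls and 7483965 in fasted M-p110αKO, over a range of 5351935–11653239 for all 29 libraries. At this depth 12433 genes of the p110α line and 12249 of the p110β line had enough counts for a test. The counts were scaled with TMM factors and tested with the quasi-likelihood F test of edgeR, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. Levels are counts scaled to library size (CPM). In genes simulated at these depths with a 2-fold change, 73.1% were recovered in the fed comparison and 70.2% in the fasted comparison.

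Counts summed over all exons do not check the deletion, since exon 1 alone of Pik3ca, or exon 2 alone of Pik3cb, is floxed. Pik3ca read 135.1 ± 23 CPM in fed M-p110αKO and 125.9 ± 19.4 in fed controls (mean ± SD, n = 4 each), a log2 fold change of 0.10 ± 0.13 (SE, edgeR adjusted p = 0.805). In fasted muscle it read 166.7 ± 16.8 (n = 3) and 177.4 ± 8.68 (n = 4), a log2 fold change of −0.09 ± 0.14 (adjusted p = 0.748). Pik3cb in M-p110βKO read 10.36 ± 0.969 against 10.38 ± 0.366 CPM when fed, and 9.75 ± 0.368 against 9.47 ± 0.804 when fasted.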

Principle component analysis (PCA) revealed distinct gene expression patterns in skeletal muscles of controls and M-p110αKO, both in fed and fasted states (Fig. 1d). 

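Igfn1, which encodes a Z-disc protein of skeletal muscle, rose in fed M-p110αKO from 34.1 ± 13.4 CPM in controls to 163 ± 52.4 (mean ± SD, n = 4 each), a log2 fold change of 2.25 ± 0.37 (SE, edgeR adjusted p = 0.00796). When fasted it rose from 28.5 ± 15.4 (n = 4) to 321 ± 120 (n = 3), a log2 fold change of 3.50 ± 0.40 (adjusted p = 0.000123). The imprinted noncoding RNA H19, abundant in embryonic muscle, rose by 1.24 ± 0.19 when fed and 1.69 ± 0.20 when fasted. Mirg, a noncoding RNA of the imprinted Dlk1-Dio3 locus, rose by 2.18 ± 0.31 and 3.15 ± 0.32. Cdh4, which encodes a cell adhesion protein of the cadherin family, fell in fed M-p110αKO from 31.3 ± 6.47 to 4.15 ± 2.81 CPM, a log2 fold change of −2.90 ± 0.39 (adjusted p = 0.00409). Mybph, encoding myosin binding protein H of the thick filament, and Igfbp5, encoding a binding protein of insulin-like growth factors, changed by −1.98 ± 0.30 and −1.30 ± 0.19. Actr3b, encoding an actin-related protein, fell in both states, by −1.48 ± 0.31 when fed and −2.32 ± 0.38 when fasted. In fasted M-p110αKO, Sorbs2, encoding a Z-disc adaptor, had a log2 fold change of −1.96 ± 0.22 (adjusted p = 0.000123).

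Of 12433 genes, 24 rose and 52 fell in fed M-p110αKO, and 375 rose and 436 fell in fasted M-p110αKO. Among these calls 16 genes rose in both states and 22 fell in both, where 0.724 and 1.82 would be shared by independent calls, and 0 moved in opposite directions. Leaving out 1 library gave 16–83 calls when fed and 218–660 when fasted, against 76 and 811. The balance of rises and falls depended on the setting. When fasted, 458 rose and 330 fell with upper-quartile factors. With DESeq2 size factors 383 rose and 413 fell, near the main balance (48.1% rises against 46.2%). When fed, 229 rose and 208 fell with no filter beyond 1 read. By DESeq2 65 rose and 136 fell, more calls at nearly the main balance (32.3% rises against 31.6%). The cytosolic ribosome genes ranked higher in fed M-p110αKO. In the fed state 0 of 72 passed (0 adjusted over the list alone; 11 higher and 0 lower at an unadjusted p under 0.05; 1 by DESeq2 and 0 by limma-voom), with a median log2 fold change of 0.24 and camera adjusted p = 3.9e-08 (0.15 and 0.00267 after a correction for GC content and exon length). In the fasted state 2 of 72 rose, with a median of 0.18 and adjusted p = 0.0116, but after the correction the median was 0.07 and the list did not pass (adjusted p = 0.802). With an estimated correlation the adjusted p without the correction were 0.598 when fed and 0.952 when fasted, and with the correction 0.79 when fed.

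In a PCA of log2 CPM, PC1 held 33.6% of the variance and PC2 11.9%. PC1 set the 7 fasted libraries (−28.1 ± 5.42, mean ± SD) apart from the 8 fed ones (24.6 ± 5.13; exact two-sided permutation p = 0.000155). Along PC2, fed M-p110αKO averaged −6.28 ± 4.29 and fed controls 8.07 ± 9.63 (n = 4 each), with exact p = 0.0286, the smallest that 4 against 4 libraries allow. Fasted M-p110αKO averaged −24.9 ± 5.50 (n = 3) and fasted controls 16.9 ± 0.641 (n = 4; exact p = 0.0286, the smallest possible). Along PC1 the genotypes gave exact p = 0.286 when fed and 0.371 when fasted. Of 44 pseudogenes with higher counts in the fed p110β line than in the fed p110α line, 26 were higher in each fasted M-p110αKO library than in each fasted control of the p110α line. With genes scaled to unit variance the fed exact p along PC2 was 0.486, and it was 0.2 without replicate 6. Of the genes called in fasted M-p110αKO, 320 were left when those that differed between the fed libraries of both lines were dropped. After the correction for GC content and exon length 354 genes were called.

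**Figure D2:**
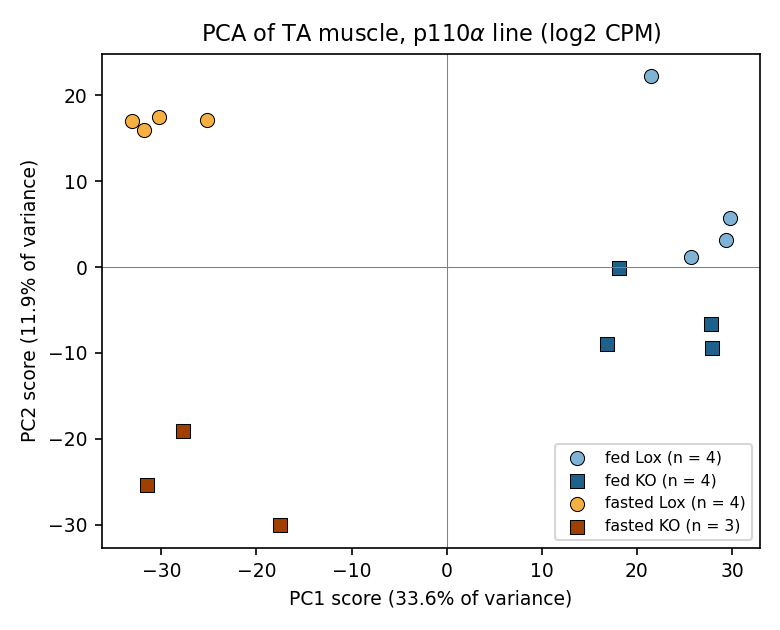
Scores of the 15 TA libraries of the p110α line on PC1 (33.6% of variance) and PC2 (11.9%), one point per mouse, for fed and fasted controls and M-p110αKO. Fed and fasted libraries part along PC1, and the 3 fasted M-p110αKO average −24.9 on PC2 against 16.9 for fasted controls.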

Unsupervised KEGG analysis revealed several pathways that were significantly enriched in M-p110αKO, including genes involved in the TCA cycle (Fig. 1e), oxidative phosphorylation (OXPHOS) (Fig. 1f) and lysosome/autophagosome signaling (Fig. 1g). 

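Sdha, which encodes the flavoprotein of succinate dehydrogenase, an enzyme of both the TCA cycle and the respiratory chain, rose in fasted M-p110αKO from 1265 ± 47.6 CPM (mean ± SD, n = 4) to 1733 ± 194 (n = 3), a log2 fold change of 0.45 ± 0.10 (SE, edgeR adjusted p = 0.0134). Ndufs8, encoding an iron-sulfur subunit of complex I, rose from 61.9 ± 9.9 to 96.1 ± 9.52 CPM, a log2 fold change of 0.64 ± 0.12 (adjusted p = 0.00566). Tcirg1, encoding a membrane subunit of the lysosomal proton pump, rose from 3.28 ± 0.803 to 7.10 ± 0.846 CPM (log2 fold change 1.10 ± 0.21, adjusted p = 0.00649). Npc2, encoding a lysosomal cholesterol carrier, rose from 9.65 ± 1.35 to 14.9 ± 1.2 CPM (0.62 ± 0.15, adjusted p = 0.0214). In fasted controls of the p110β line Ndufs8, Tcirg1 and Npc2 read 102.3 ± 13.9, 7.82 ± 1.63 and 16.2 ± 3.02 CPM (n = 3). These lie near the fasted M-p110αKO levels, although CPM are scaled within each line. Sdha read 1361 ± 79.6 there, below its level in fasted M-p110αKO. Sdhd, encoding a membrane anchor of succinate dehydrogenase, read 412 ± 82 CPM in fed controls and 543 ± 81.9 in fed M-p110αKO (n = 4 each; 0.40 ± 0.14, adjusted p = 0.249). Over both states together, Sdhd had a log2 fold change of 0.40 ± 0.10 (adjusted p = 0.0357).

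Of 28 TCA cycle genes, 0 passed the edgeR test in fed M-p110αKO (0 adjusted over the list alone; 1 higher and 1 lower at an unadjusted p under 0.05; 0 by DESeq2 and 0 by limma-voom). In fasted M-p110αKO 1 rose, Sdha (1 adjusted over the list alone; 3 after a correction for GC content and exon length), and 27 did not pass. Of 86 nuclear-encoded OXPHOS genes, 0 passed when fed (0 adjusted over the list alone; 17 higher and 1 lower at an unadjusted p under 0.05; 1 by DESeq2 and 0 by limma-voom). When fasted, 9 rose, 1 fell and 76 did not pass (12 and 1 adjusted over the list alone; 3 and 1 after the correction). Among the 9 were Atp5g2, encoding the c-ring of ATP synthase (0.68 ± 0.14), Ndufb7 of complex I (0.91 ± 0.25) and Cox7a2l, which joins complexes III and IV (0.66 ± 0.15), while Uqcr10 of complex III changed by −0.57 ± 0.17. After the correction 0 genes of complex I and 0 of ATP synthase were called, so the calls of Ndufs8, Ndufb7 and Atp5g2 ended. As ranks against all other genes (camera), the OXPHOS genes were higher in fed M-p110αKO (median log2 fold change 0.19, adjusted p = 3.77e-08) and in fasted M-p110αKO (0.17, adjusted p = 0.0116). The TCA cycle genes were too (0.15, adjusted p = 0.00296 when fed; 0.16, adjusted p = 0.0195 when fasted). With an estimated correlation the adjusted p of both lists was 0.598 when fed and 0.952 when fasted. Camera called 19 of 46 lists in fed M-p110αKO, 16 higher and 3 lower, and 0 with an estimated correlation. Among the 16 were the markers of 3 other cell types, with a median log2 fold change of 0.60 over 7 adipocyte genes (adjusted p = 0.0313), 0.31 over 8 fibroblast genes (0.0313) and 0.60 over 6 macrophage genes (0.0453). With an estimated correlation these were 0.598, 0.598 and 0.613, and after the correction, at medians of 0.52, 0.29 and 0.57, they were 0.0864, 0.0352 and 0.0535. Other lists called when fed after the correction included the fast IIb fiber genes (median −0.27) and the proteasome genes (−0.09), both lower. Their camera adjusted p was 0.00267 each, and 0.79 with an estimated correlation.

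Of 102 lysosome genes, 5 rose, 1 fell and 96 did not pass in fasted M-p110αKO (5 and 1 adjusted over the list alone; 2 and 1 after the correction; camera adjusted p = 0.345). Besides Tcirg1 and Npc2, the β-glucuronidase gene Gusb rose by 0.81 ± 0.22, and Ctso, encoding cathepsin O, fell by 0.68 ± 0.14. Of 46 autophagy genes, 1 rose, 3 fell and 42 did not pass (1 and 4 adjusted over the list alone; 0 and 2 after the correction). Map1lc3a, encoding LC3A, rose by 0.78 ± 0.15. Snap29, whose protein fuses autophagosomes with lysosomes, Atg4a, encoding an LC3-processing protease, and the mitophagy receptor gene Bnip3 changed by −0.87 ± 0.098, −0.66 ± 0.13 and −0.62 ± 0.18. When fed, 0 of 102 lysosome genes (8 higher and 9 lower at an unadjusted p under 0.05; 0 adjusted over the list alone, 0 by DESeq2 and 0 by limma-voom) and 0 of 46 autophagy genes passed. Of the latter, 2 were lower adjusted over the list alone, 0 were higher and 5 lower at an unadjusted p under 0.05, 2 were lower by DESeq2 and 0 by limma-voom. The autophagy genes ranked lower when fed (median −0.07, adjusted p = 0.0313; 0.598 with an estimated correlation). These lists were written from general knowledge and are not the KEGG pathways. Of the 90 genes written beside the heatmaps of Fig. 1e–g, 89 were tested: 67 were above 0 in fed and 62 in fasted M-p110αKO. In fed muscle 0 passed the edgeR test (22 higher and 7 lower at an unadjusted p under 0.05; 1 by DESeq2 and 0 by limma-voom), and in fasted muscle 14 rose and 3 fell. The paper took these pathways from a KEGG analysis of the same samples, so the counts of these genes are not independent evidence. How the genes shown were picked is not stated. Of the genes called in fasted M-p110αKO, 804 could be compared between the fed libraries of both lines: 438 differed in the direction of the p110β line, 53 in the opposite direction and 313 did not differ, where 5171 of all 12352 genes differed. After the correction for GC content and exon length, the TCA cycle genes ranked higher when fasted (camera adjusted p = 0.00444, but 0.89 with an estimated correlation). The other calls of the TCA cycle, OXPHOS and autophagy genes ended. For the TCA cycle (median 0.13, adjusted p = 0.0964) and autophagy genes (−0.07, 0.0626) when fed they ended at nearly the same median, and for the OXPHOS genes at a smaller one, 0.11 when fed (0.178) and 0.09 when fasted (0.88). Of the 35 splits of the 8 fed libraries into 4 and 4, 7 gave an OXPHOS median and 4 a TCA cycle median as far from 0 as the real split, which is included.

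**Figure D3:**
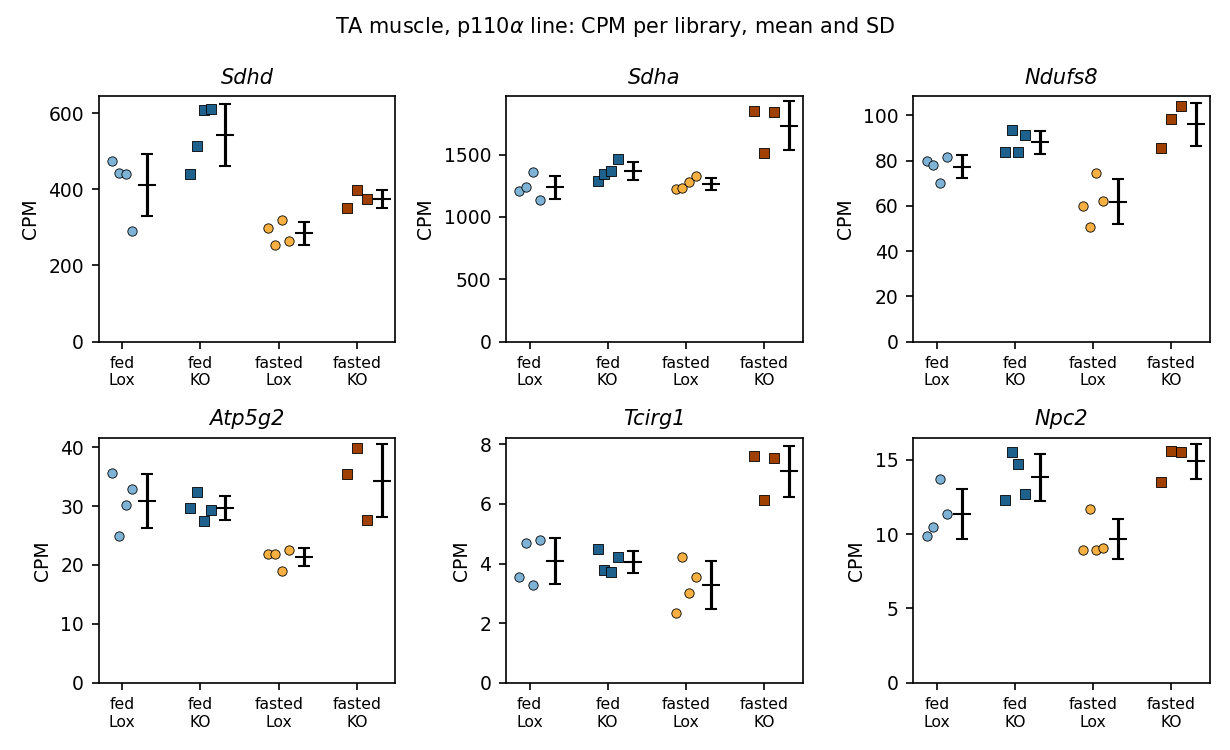
CPM of Sdhd, Sdha, Ndufs8, Atp5g2, Tcirg1 and Npc2 in each TA library of the p110α line (points) with the mean and SD of each group (bars), for fed and fasted controls and M-p110αKO. Sdha averages 1733 CPM in the 3 fasted M-p110αKO and 1265 in the 4 fasted controls.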

Interestingly, in both TCA cycle and OXPHOS gene sets, discrete subsets of genes were upregulated in fed versus fasted state, suggesting the differences in metabolic adaptation to a state of energy deprivation.

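Cox6a2, which encodes the muscle isoform of a cytochrome c oxidase subunit, read 352 ± 102 CPM in fed controls and 316 ± 55.5 in fed M-p110αKO (mean ± SD, n = 4 each; log2 fold change −0.16 ± 0.16 (SE), edgeR adjusted p = 0.759). In fasted muscle it rose from 224 ± 13.5 (n = 4) to 422 ± 47 (n = 3), by 0.92 ± 0.17 (adjusted p = 0.00594). The interaction, fasted minus fed log2 fold change, was 1.07 ± 0.23 (adjusted p = 0.0489), and 1.04 ± 0.21 (adjusted p = 0.0846) after a correction for GC content and exon length, where the call ended at nearly the same fold because fewer genes had a low p. Trim63, encoding the ubiquitin ligase MuRF1 of muscle atrophy, read 634 ± 66 and 678 ± 282 CPM in fed controls and M-p110αKO, and fell when fasted from 4358 ± 689 to 1673 ± 467 (interaction −1.48 ± 0.32, adjusted p = 0.0489). Fbxo32, encoding the ubiquitin ligase atrogin-1, changed by −0.80 ± 0.12 in fasted M-p110αKO (adjusted p = 0.00148), with an interaction of −0.68 ± 0.16 that did not pass (adjusted p = 0.0719). Cdkn1a, encoding the cell cycle inhibitor p21, rose by 0.93 ± 0.17 in fed M-p110αKO (interaction −1.22 ± 0.25, adjusted p = 0.0387).

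Fig. 1e sets 9 TCA cycle genes high in fed and 5 high in fasted M-p110αKO. Of the 9, all 9 were above 0 in fed and 7 in fasted M-p110αKO, and the fold change was larger when fed for 5 and when fasted for 4. Of the 5, 3 were above 0 when fed and 5 when fasted, and all 5 were larger when fasted. Sdhd had a fasted log2 fold change of 0.40 beside 0.40 when fed, Dld, encoding a subunit shared by the pyruvate and oxoglutarate dehydrogenases, −0.24 beside 0.33, and Ogdhl, encoding an oxoglutarate dehydrogenase-like protein, 0.64 beside −0.05. In the interaction 0 of these 14 genes passed the edgeR test (1 higher and 1 lower at an unadjusted p under 0.05; 0 by DESeq2 and 0 by limma-voom). The paper shows these genes for a pathway taken from a KEGG analysis of the same samples. Of the 28 TCA cycle genes, 18 were above 0 in both states and 1 below 0 in both, and 0 passed in the interaction (0 adjusted over the list alone; 2 higher and 1 lower at an unadjusted p under 0.05; 0 by DESeq2 and 0 by limma-voom). Of the 86 OXPHOS genes, 47 were above 0 in both states and 4 below 0 in both, and 1 passed in the interaction, Cox6a2 (2 adjusted over the list alone). Of 28 atrophy and FoxO target genes, 0 rose and 6 fell in fasted M-p110αKO (0 and 7 adjusted over the list alone; 4 fell after the correction; camera adjusted p = 0.0479, 0.902 with an estimated correlation). In the interaction 2 of them, Trim63 and Cdkn1a, fell (1 rose and 7 fell adjusted over the list alone; camera adjusted p = 0.00453, 0.954 with an estimated correlation).

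Over all genes the interaction was higher for 26 and lower for 34. These included Myod1, encoding a transcription factor of the muscle lineage (2.00 ± 0.38), Ap1m1, encoding a subunit of a clathrin adaptor (0.82 ± 0.16), and Arrdc3, encoding an arrestin-like adaptor (−2.19 ± 0.44). After the correction 3 genes passed, none of them named here, although the folds stayed near their size (Trim63 −1.45 ± 0.33, Cdkn1a −1.24 ± 0.25, Myod1 1.73 ± 0.38, Ap1m1 0.70 ± 0.16 and Arrdc3 −2.02 ± 0.42, with adjusted p of 0.0846–0.0974), and 17 passed without the genes that differed between the lines. Cox6a2 (0.67, p110β minus p110α, adjusted p = 0.000284), Trim63, Cdkn1a, Myod1, Ap1m1 and Arrdc3 each differed between the fed libraries of the lines in the direction of their interaction, and the 3 fasted M-p110αKO libraries share pseudogene counts with the p110β line. In fasted controls of the p110β line (n = 3) Cox6a2 read 471 ± 144 CPM, near its level in fasted M-p110αKO. Trim63 read 5847 ± 568 CPM there. That lies above fasted controls of the p110α line, while fasted M-p110αKO lay below them, although CPM are scaled within each line. Fbxo32, whose interaction did not pass, did not differ between the lines (0.069, adjusted p = 0.559). Cox6a2 passed when replicate 4, 7 or 15 was left out and did not when any other library was. From the subsets of both pathways that were raised in one state or the other, the paper proposes that metabolic adaptation to fasting differs.

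**Figure D4:**
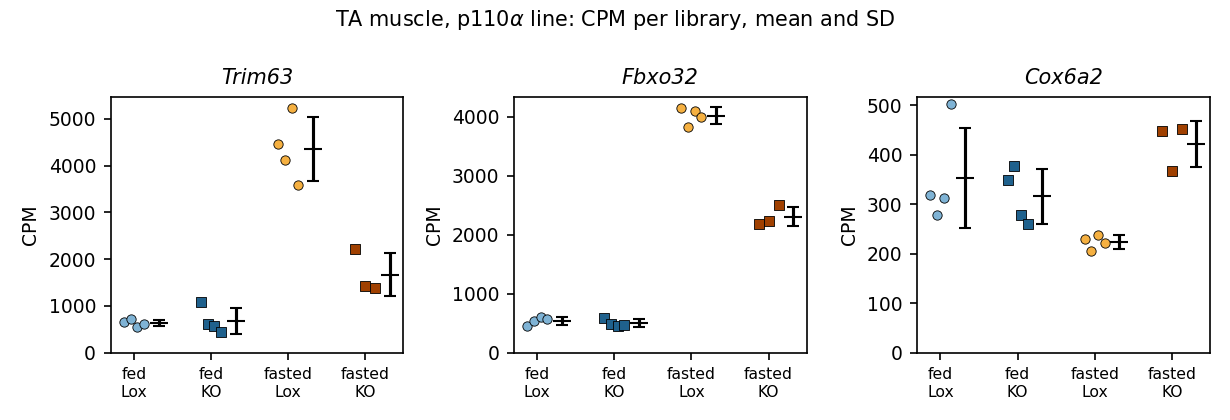
CPM of Trim63, Fbxo32 and Cox6a2 in each TA library of the p110α line (points) with the mean and SD of each group (bars), for fed and fasted controls and M-p110αKO. Trim63 averages 1673 CPM in fasted M-p110αKO and 4358 in fasted controls.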

Autophagy is an important pathway that regulates protein degradation in muscle and is regulated by FoxO transcriptional factors^14,15^. Increased autophagy markers were displayed in quadriceps muscle of M-p110αKO, with 53–130% increases in ULK1^555^ phosphorylation, a nutrient-dependent initiator of autophagy and 3- to 3.9-fold increases in the total LC3B protein, a marker and mediator of autophagy^16^ in both fed and fasted states (Fig. 2a). LC3B levels were not increased with fasting in controls or M-p110αKO, likely due to increased protein degradation, but were increased in both groups of fasted mice after treatment with colchicine to block autophagic flux. In soleus muscle, LC3B protein levels were less upregulated in fed M-p110αKO, and no difference between the groups was seen with fasting (Supplementary Fig. 2f), suggesting that a difference in autophagy is not as prominent in oxidative fibers. Interestingly, p110α expression was also regulated by energy status in quadriceps muscle of controls with a 2.3-fold increase in p110α protein after 24 h of fasting (Fig. 2a). This may explain the different gene expression profile in TA muscle of M-p110αKO between fed and fasted states. 

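In TA muscle of controls of the p110α line, Pik3ca mRNA rose with fasting by a log2 fold change of 0.50 ± 0.13 (SE, edgeR adjusted p = 0.00668, n = 4 fed and 4 fasted). In controls of the p110β line it changed by −0.26 ± 0.12, which did not pass (adjusted p = 0.125, n = 3 fed and 3 fasted), and the difference between the lines was 0.78 ± 0.18 (adjusted p = 0.0244). After a correction for GC content and exon length these were −0.31 ± 0.11 (adjusted p = 0.0497) and 0.55 ± 0.16 (adjusted p = 0.0733). Together the corrected values imply a rise smaller than 0.50 in controls of the p110α line. With 1 of the 3 fasted p110β controls, the one low in adipocyte transcripts, the fold in p110β controls was −0.05 and the line difference 0.55. That 1 library gives no spread of its own. In M-p110αKO it changed by 0.30 ± 0.14, which did not pass (adjusted p = 0.122, n = 4 fed and 3 fasted), and the interaction was −0.19 ± 0.19 (adjusted p = 0.658). Pik3cb rose in controls of the p110α line by 0.43 ± 0.13 (adjusted p = 0.0208) and in M-p110αKO changed by 0.06 ± 0.14 (adjusted p = 0.805). Fbxo32 rose with fasting by 2.89 ± 0.12 in controls and 2.21 ± 0.12 in M-p110αKO. Acot1, encoding a cytosolic acyl-CoA thioesterase, rose by 4.73 ± 0.53 and 5.72 ± 0.55, and Ulk1, encoding the kinase that starts autophagy, by 1.31 ± 0.11 and 1.53 ± 0.12. Slc27a1, encoding the fatty acid transporter FATP1, rose by 0.37 ± 0.12 and 0.89 ± 0.13. Igfbp5 changed by −2.97 ± 0.21 in controls and fell in M-p110αKO as well (adjusted p = 1.12e-05).

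With fasting, 1910 genes rose and 1829 fell in these controls, and 1441 rose and 1232 fell in M-p110αKO. Of these, 896 rose in both genotypes and 692 fell in both, against 221.4 and 181.2 for independent calls, and 12 moved in opposite directions. In controls the balance of rises and falls depended on the setting. It was 1611 and 2205 with upper-quartile factors, and 1583 and 1794 after the correction for GC content and exon length. By limma-voom it was nearly unchanged, at 1930 and 1786. Of the 28 atrophy and FoxO target genes, 21 rose and 1 fell in controls (23 and 1 adjusted over the list alone; camera adjusted p = 2.7e-13, 0.0361 with an estimated correlation). In M-p110αKO, 17 rose and 1 fell (18 and 1 adjusted over the list alone; adjusted p = 3.6e-09, 0.0858 with an estimated correlation). Of the 46 autophagy genes, 18 rose and 5 fell in controls (19 and 5 adjusted over the list alone; adjusted p = 0.0146, 0.495 with an estimated correlation), among them Gabarapl1, encoding an LC3 relative, by 1.82 ± 0.14. In M-p110αKO 18 rose and 6 fell (24 and 8 adjusted over the list alone; adjusted p = 0.000215, 0.159 with an estimated correlation). Of the 86 OXPHOS genes, 0 rose and 38 fell in controls (0 and 50 adjusted over the list alone; adjusted p = 3.3e-09, 0.495 with an estimated correlation), including Atp5d of complex V by −0.72 ± 0.12. In M-p110αKO 1 rose and 32 fell (2 and 35 adjusted over the list alone; adjusted p = 9.5e-11, 0.404 with an estimated correlation). Of 25 fatty acid oxidation genes, 11 rose and 0 fell in controls and 11 rose and 1 fell in M-p110αKO. Adjusted over the list alone these were 12 and 0, and 11 and 2. Dropping the genes that differed between the fed libraries of both lines left 1467 of the calls with fasting in M-p110αKO, whose 3 fasted libraries share pseudogene counts with the p110β line.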

Again, an increase in p110α protein upon fasting was not observed in oxidative soleus muscle (Supplementary Fig. 2f). In addition to increases in autophagy markers at the protein level, autophagy regulating genes, such as *LC3b*, *beclin1*, and *cathepsin L,* were also increased 40–63% at the mRNA level in glycolytic TA muscle in fed state (all *p* *<* 0.05, Student’s *t* test) (Fig. 2b). Qualitative immunostaining of muscle sections confirmed increased percent of LC3-positive fibers in M-p110αKO in both fed and fasted conditions (Fig. 2c, d).

**Fig. 2:**
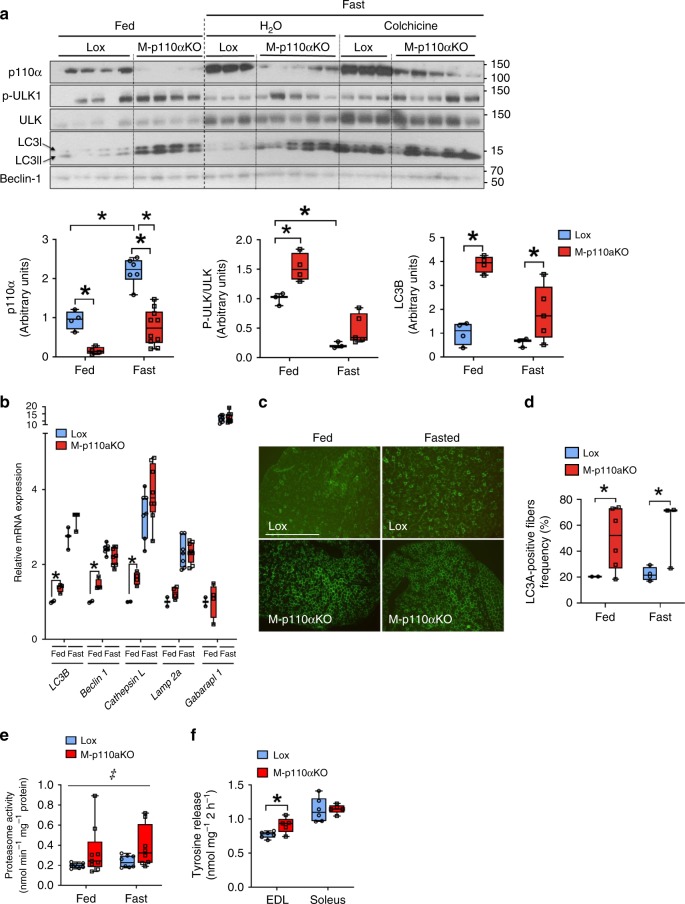
Increased markers of autophagy–lysosomal degradation and proteasome activity. **a** Western blot and densitometric analysis of autophagy intermediates in quadriceps muscles of M-p110αKO and controls in fed, fasted, and fasted plus treated with colchicine. **b** mRNA expression of autophagy genes in TA muscles of M-p110αKO and controls (*n* = 4). **c** LC3A immunostaining of quadriceps from M-p110αKO and controls (scale bar = 500 μm). **d** Percentage of LC3A-positive fibers per cross-section of quadriceps muscles in (**c**) (*n* = 4–7). **e** Proteasome activity in gastrocnemius muscles of M-p110αKO and controls using a peptidyl glutamyl-like (LLE) substrate (*n* = 8). **f** Proteolysis rate measured by tyrosine release ex vivo in EDL and soleus muscles isolated from fed control and M-p110αKO at 24 months of age (ctrl, *n* = 5; KO, *n* = 6). Mice for Fig. 2a–e were 3-month old, and mice for Fig. 2f were 24-month old. Mice for Fig. 2a–e were fasted for 24 h or randomly fed. *P < 0.05 by Student’s *t* test; ^‡^*P* < 0.05 by two-way ANOVA. Box plots visualize the five-number summary of the data set (minimum, lower quartile, median, upper quartile, and maximum). The data are mean ± SEM in bar graph

Increased proteasome activity was also observed in muscle extracts of M-p110αKO in both fed (72%) and fasted (62%) conditions using peptidyl glutamyl-like (LLE) substrates (Fig. 2e). This occurred with no change in mRNA expression of genes that encode proteasome subunit proteins (Supplementary Fig. 3a), suggesting increased proteasome activity may be induced by a post-transcriptional or conformational change in the protein^17^. Proteolysis demonstrated a 19% increase in tyrosine release from extensor digitorum longus (EDL), but not soleus muscle, in M-p110αKO at 24 months of age (*p* < 0.05, Student’s *t* test) (Fig. 2f), indicating muscle-specific increases in proteolysis at an age generally accompanied with muscle wasting^18^. These changes were not observed, however, in M-p110αKO at 5 months of age, when there was minimal loss of muscle mass (Supplementary Fig. 3b). Together these data indicate that both the proteasome pathway and the autophagy pathway were upregulated in M-p110αKO.

Forkhead box O (FoxO) transcription factors are downstream targets of the PI3K-AKT axis and regulate skeletal muscle mass through both proteasome and autophagy pathways^15,19,20^. In the absence of AKT-mediated phosphorylation, FoxO proteins are translocated from the cytosol to the nucleus where they upregulate expression of atrophy-related genes. In spite of decreased AKT activation/phosphorylation, there was no difference in FoxO nuclear translocation in M-p110αKO and controls (Supplementary Fig. 3c).

In summary, loss of p110α, but not p110β, leads to decreased insulin signaling as documented by decreased PI3K activity, reduced PIP3 levels, and diminished AKT phosphorylation. This leads to increased autophagy and proteasome degradation in glycolytic and mixed muscle fibers, resulting in increased muscle atrophy with aging. These results are in agreement with previous studies from our lab reporting that a loss of insulin signaling in muscle in muscle-specific IR and IGF1R knockout mice leads to increased muscle atrophy^10^.

### Larger mitochondria due to altered mitochondrial dynamics

Ultrastructure of the mitochondria was assessed in transverse sections of EDL and soleus muscles by electron microscopy (EM). In glycolytic EDL muscle, M-p110αKO displayed an 83% increase of average mitochondrial area compared with controls, whereas there was no difference in the more oxidative soleus muscle (Fig. 3a, b). This occurred with no change in the mitochondrial number in either EDL or soleus muscles in M-p110αKO (Supplementary Fig. 4a). In control mice, average mitochondrial area was ~90% greater in soleus than EDL muscle, reflecting more slow, oxidative fibers in the soleus compared with EDL.

**Fig. 3:**
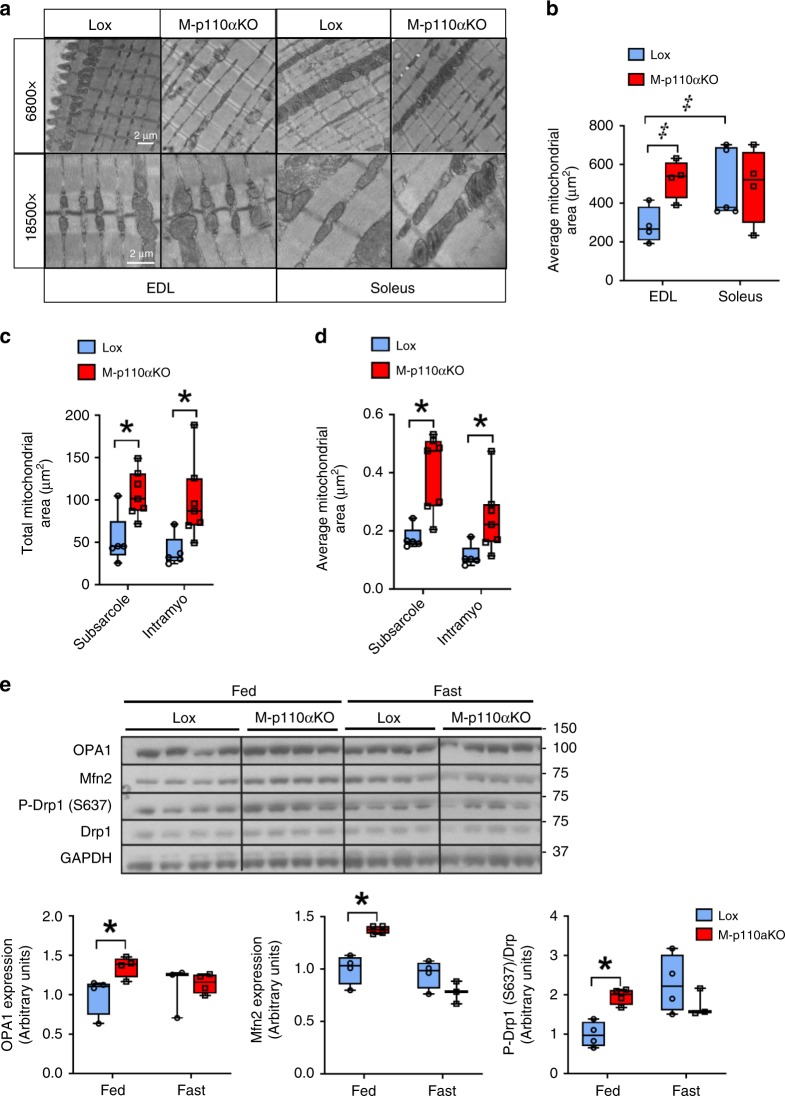
Larger mitochondria associated with altered mitochondrial dynamics. **a** Ultrastructure of the mitochondria in transverse planes of EDL and soleus muscles from M-p110αKO and controls viewed by EM. **b** Quantification of the average mitochondrial size from EDL and soleus muscles in panel **a** (*n* = 4). **c**, **d** Quantification of the total mitochondria area per muscle fiber view–sight (**c**) and the average mitochondrial area (**d**) from M-p110αKO and controls transfected with Mito-GFP in panel **c** (ctrl, *n* = 3; KO, *n* = 4 with four to ten fibers per mouse). **e** Western blot and densitometric analysis of proteins involved in mitochondrial dynamics in TA muscles of M-p110αKO and controls fasted for 24 h or randomly fed. All mice were 4- to 5-month old. *P < 0.05 by Student’s *t* test; ^‡^*P* < 0.05 by two-way ANOVA. Electron microscopy EM, subsarcole subsarcolemma, intramyo intramyofibrillar. Box plots visualize the five-number summary of the data set (minimum, lower quartile, median, upper quartile, and maximum)

To directly assess the effect of muscle-specific p110α deletion on mitochondrial morphology in vivo, we transfected a mito-GFP plasmid that specifically targets the mitochondrial matrix^21^ into quadriceps muscles of living mice using a gene gun delivery system^22^. Quantitation using confocal microscopy showed that the total mitochondrial area (Fig. 3c) and the average size of a single mitochondrion (Fig. 3d) were increased by 2- to 2.5-fold in M-p110αKO mice. The increase in the total mitochondrial area was further accentuated by a decrease in the muscle fiber size as intravital imaging also confirmed a 17% decrease of the muscle fiber area, as quantified from intramyofibrillar images in M-p110αKO mice (Supplementary Fig. 4b).

Mitochondrial fusion and fission regulate mitochondrial morphology and play important roles in mitochondrial quality control^23^. Optic atrophy 1 (OPA1) and mitofusin 2 (Mfn2) are proteins that drive mitochondrial inner- and outer membrane fusion^24^, and their protein levels were increased by 36% and 38% in TA muscle of fed M-p110αKO, respectively (all *p* < 0.05, Student’s *t* test) (Fig. 3e). Dynamin-related protein 1 (Drp1) is a driver of mitochondrial fission and is translocated from the cytosol to mitochondrial membranes upon dephosphorylation of Ser637^25^. Previous studies have shown that during fasting, mitochondrial fission is inhibited to sustain the ATP demand during nutrient deprivation^26^. In fed state, M-p110αKO had a 50% increase in Drp1 phosphorylation at Ser637 compared with controls (*p* < 0.05, Student’s *t* test) (Fig. 3e), creating a decreased drive for mitochondrial fission in these mice. Thus, loss of p110α in muscle shifts mitochondrial dynamic toward an increased fusion and decreased fission, resulting in larger and more elongated mitochondria in M-p110αKO.

### Increased mitochondrial biogenesis in M-p110αKO

The levels of mitochondrial- and nuclear-encoded proteins involved in OXPHOS were assessed using muscle extracts. In fed state, loss of muscle p110α led to a 69% increase in protein levels of NDUFB8 in Complex I, and a 280% increase in succinate dehydrogenase subunit B (SDHB) from Complex II (Fig. 4a, b). Upon 24 h of fasting, M-p110αKO displayed further increases of mitochondrial protein expression, including SDHB (about 200%), ubiquinol cytochrome c reductase core protein 2 (UQCRC2) of Complex III (86%), and ATP5A of Complex V (50%) (all *p* < 0.05, Student’s *t* test). These changes in mitochondrial proteins were accompanied by increase in mitochondrial respiratory enzyme activities in muscle of M-p110αKO, with a 14% increase in Complex IV activity (*p* < 0.05, Student’s *t* test) (Fig. 4c) and tendencies of increased activities of Complexes I to III and II to III in the mitochondria of fasted M-p110αKO (Supplementary Fig. 4c, d). Citrate synthase (CS) catalyzes the first step in the TCA cycle, and is a marker for the intact mitochondria^27^. Loss of p110α in muscle led to a 45% increase in CS protein expression (Fig. 4d) and a parallel increase in enzyme activity in M-p110αKO in fed and fast states (Fig. 4e).

**Fig. 4:**
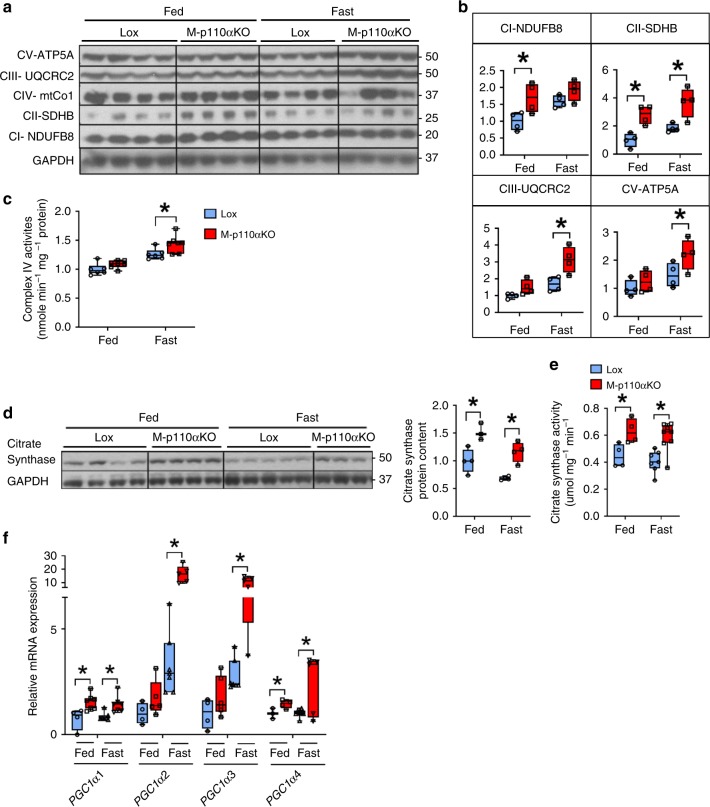
Increased mitochondrial biogenesis and enhanced expressions of *PGC1α* isoforms. **a**, **b** Western blot (**a**) and densitometric analysis (**b**) of proteins from the OXPHOS pathway in TA muscles of M-p110αKO and controls fasted for 24 h or randomly fed. **c** Complex IV activity in mitochondria isolated from skeletal muscle of M-p110αKO and controls in fed or 24 h fasted conditions (ctrl, *n* = 6; KO, *n* = 7). **d** Citrate synthase protein content from TA muscles of M-p110αKO and controls fasted for 24 h or randomly fed as measured by western blot analysis. **e** Citrate synthase activity from gastrocnemius of M-p110αKO and control mice fasted for 24 h or randomly fed (ctrl, *n* = 4; KO, *n* = 9). **f** mRNA expression of *PGC1α* isoforms in TA muscles of M-p110αKO and control mice fasted for 24 h or randomly fed (ctrl, *n* = 4; KO, *n* = 9). All mice were 3- to 4-month old. *P < 0.05 by Student’s *t* test. Box plots visualize the five-number summary of the data set (minimum, lower quartile, median, upper quartile, and maximum). NDUFB8 ubiquinone oxidoreductase subunit B8, SDHB succinate dehydrogenase subunit B, UQCRC2 ubiquinol cytochrome c reductase core protein 2, ATP5A ATP synthase α-subunit

PGC1α1 is a transcription factor that controls oxidative metabolism in muscle and other tissues^28^. Four transcripts of *PGC1α* (*1, 2, 3*, and *4*) are produced from *PGC1α* gene and regulate the expression of different downstream genes^29^. PGC1α1 functions as a major regulator of mitochondrial biogenesis, whereas PGC1α4 is mostly known to promote muscle hypertrophy^30^. Little is known about the functions of PGC1α2 and PGC1α3. Muscle-specific deletion of p110α led to increased mRNA expression of all *PGC1α* isoforms, with 45–55% increases of *PGC1α1* and *PGC1α4* and 70–80% increases in expression of *PGC1α2* and *PGC1α3* (all *p* < 0.05, Student’s *t* test) (Fig. 4f). Upon fasting, mRNA levels of *PGC1α1* and *4* were unchanged, while *PGC1α2* and *3* were increased by 3.3- and 2.8-fold in controls and further increased in M-p110αKO by three- to fivefold.

### Increased mitochondrial oxidative capacity in M-p110αKO

Our findings of increased mitochondrial mass and biogenesis prompted us to measure mitochondrial respiratory capacity and ATP content. Consistent with the increased mitochondrial mass and increased mitochondrial function, ATP levels were increased by 26% in quadriceps muscle of M-p110αKO compared with controls (Fig. 5a). This was accompanied by a 96% increase in fatty acid oxidation in the mitochondria isolated from hindlimb muscle of M-p110αKO (Fig. 5b). In addition, there was a 93% increase in oxygen consumption rate (OCR) in presence of ADP (state 3) with pyruvate/malate as substrates in mitochondria isolated from skeletal muscle of M-p110αKO, indicating enhanced oxidative capacity (Fig. 5c). These changes occurred with no changes in mRNA expression of genes involved in fatty acid oxidation in skeletal muscle of M-p110αKO (Supplementary Fig. 4e).

**Fig. 5:**
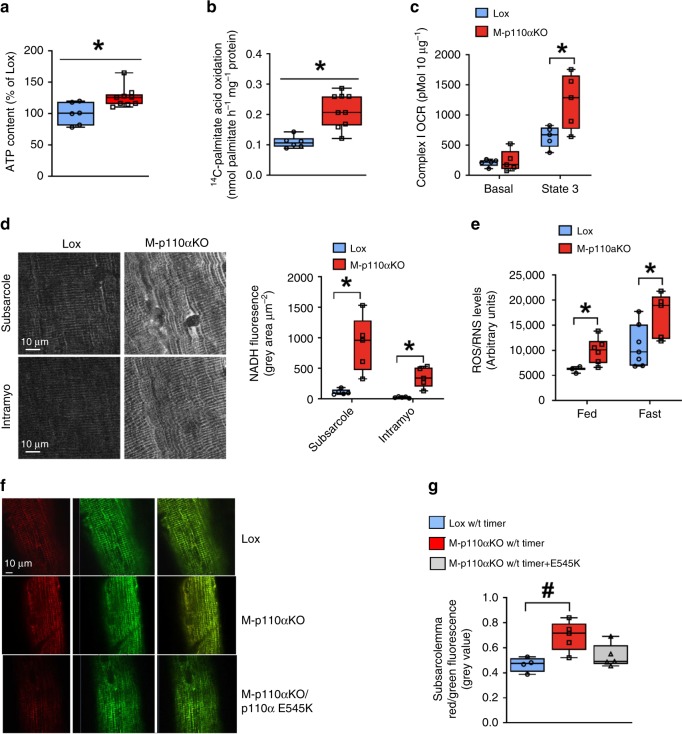
Increased mitochondrial oxidative capacity in skeletal muscle of M-p110αKO. **a** ATP content in quadriceps muscles of M-p110αKO and control mice in fed state (ctrl, *n* = 8; KO, *n* = 9). **b** Fatty acid oxidation was determined by measuring ^14^CO_2_ production in the mitochondria isolated from hindlimb of overnight fasted mice using ^14^C-palmitate acid as a substrate (ctrl, *n* = 7; KO, *n* = 9). **c** Basal and ADP-dependent (State 3) respiratory rates of the isolated mitochondria from hindlimb of fed M-p110αKO and control mice were measured using a Seahorse X24 Flux Analyzer in the presence of a Complex I substrate (pyruvate/malate) (ctrl, *n* = 5; KO, *n* = 6). **d** Intravital multiphoton images of mitochondria-specific NADH autofluorescence in quadriceps muscles of M-p110αKO and control mice after overnight fasting (scale bar = 10 μm). **e** Levels of total free radicals composed of reactive oxygen species (ROS) and reactive nitrogen species (RNS) measured in gastrocnemius muscles of M-p110αKO and control mice (ctrl, *n* = 5; KO, *n* = 9). **f** pMitoTimer plasmid was in situ transfected into quadriceps muscle fibers of living mice using a gene gun delivery approach and visualized 5 days later by the confocal microscope (upper and middle set of images). A different cohort of M-p110αKO mice was co-transfected with constitutively active mutant p110α (PIK3CA) E545K into quadriceps of these mice (bottom set of images). **g** Red/green fluorescence in subsarcolemmal position of quadriceps muscles in (**f**) (*n* = 4 with 3–4 fibers per mouse). All mice were 4- to 5-month old. *P < 0.05 by Student’s *t* test; ^#^*P* < 0.05 by one-way ANOVA. Subsarco subsarcolemma, intramyo intramyofibrillar, OCR, oxygen consumption rate, Timer pMitoTimer, E545K p110α (PIK3CA) E545K. Box plots visualize the five-number summary of the data set (minimum, lower quartile, median, upper quartile, and maximum). The data are mean ± SEM

NADH is a major product of the TCA cycle, and can be visualized in muscle of living mice by its autofluorescence^31^. In muscle of control mice, NADH autofluorescence was 77% lower in intramyofibrillar regions compared with those in subsarcolemmal regions (Fig. 5d), consistent with other studies showing lower mitochondrial function in the intramyofibrillar mitochondria^32^. Compared with controls, NADH levels were increased in both intramyofibrillar (~8-fold) and subsarcolemmal (~13.6-fold) locations in M-p110αKO, consistent with higher TCA cycle activity. This increased mitochondrial metabolic capacity was associated with increased free radical production in M-p110αKO with 55–60% increases in combined reactive oxygen and reactive nitrogen species (ROS/RNS) levels in muscle of M-p110αKO in both fed and fasted states (Fig. 5e). This was confirmed by in vivo fluorescence microscopy, when muscle fibers of living mice were transfected in situ using a gene gun delivery approach with a pMitoTimer reporter plasmid, which targets to the mitochondria and irreversibly shifts the fluorescence spectrum from green to red in the presence of ROS^33,34^. Quantitation showed a 45–50% increase in red to green fluorescence ratio in M-p110αKO in both the subsarcolemmal (Fig. 5f, g) and intramyofibrillar (Supplementary Fig. 4f, g) mitochondria, indicating higher free radical release in muscle of these mice. This shift in MitoTimer fluorescence in M-p110αKO was abolished when the muscle was co-transfected with a constitutively active mutant of p110α (PIK3CA) E545K (Fig. 5g; Supplementary Fig. 4g). Together, these data show elevated mitochondrial oxidative capacity and increased ATP content, accompanied by increased oxidative stress in muscle following p110α deletion.

### Hyperinsulinemia and insulin tolerance on HFD and aging

At 3 months of age, M-p110αKO displayed a 60% increase in serum insulin levels in fed state (Fig. 6a), but intraperitoneal glucose-tolerance tests (GTT) revealed no difference between M-p110αKO and controls (Fig. 6b). Likewise, insulin-tolerance tests (ITT) were not statistically different, although there was a tendency toward impaired insulin sensitivity in M-p110αKO (Fig. 6c). After 13 weeks on 60% HFD, both M-p110αKO and controls had 1.5- to 3-fold increases in serum insulin, but no difference was found between the groups (Supplementary Fig. 5a). GTT and ITT were also not different between M-p110αKO and controls on HFD (Supplementary Fig. 5b, c). In general, increased insulin resistance occurs with aging^35^; however, 16-month-old M-p110αKO displayed no difference in whole-body glucose homeostasis compared with controls as measured by intraperitoneal GTT and ITT (Supplementary Fig. 5d, e). Since the whole-body glucose tolerance and insulin sensitivity were not different between M-p110αKO and controls, we assessed in vivo glucose uptake specifically in muscle and adipose tissue utilizing tritiated glucose. Interestingly, despite impaired insulin signaling in M-p110αKO, there was no significant difference in basal or insulin-stimulated glucose uptake in TA and soleus muscle in controls and M-p110αKO (Supplementary Fig. 5f). Likewise, as expected, M-p110βKO as compared with controls at 3 months of age had no difference in GTT and ITT, both on CD and HFD, although all mice showed higher glucose levels throughout GTT and ITT on HFD (Supplementary Fig. 5g, h).

**Fig. 6:**
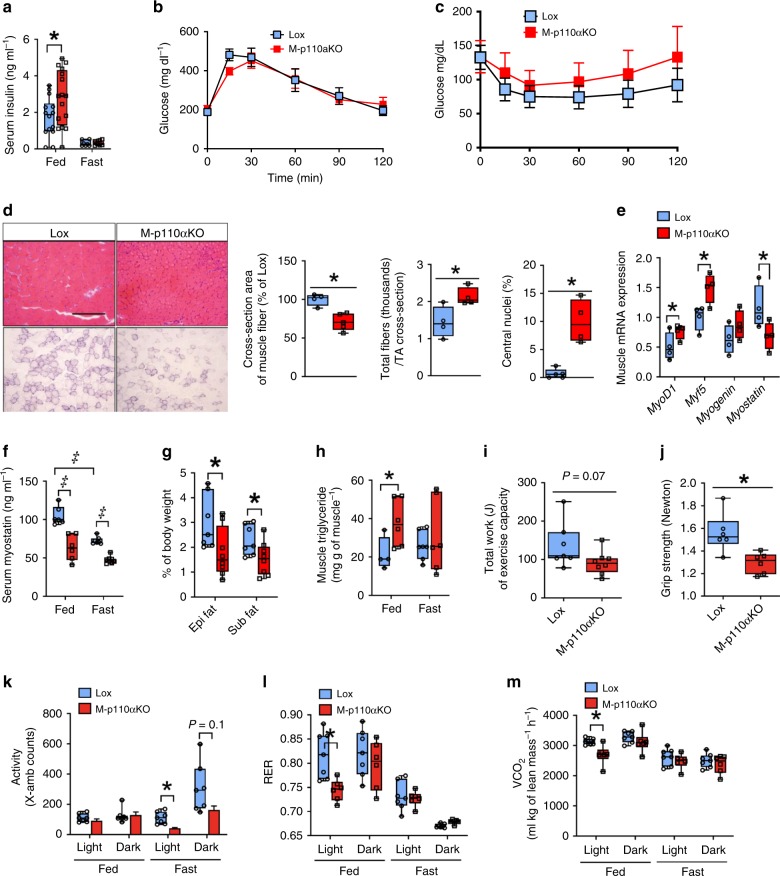
Hyperinsulinemia, abnormal muscle function, and decreased RER. **a** Serum insulin levels from M-p110αKO and control mice fasted for 24 h or randomly fed at 3 months of age (ctrl, *n* = 5; KO, *n* = 7). **b**, **c** Intraperitoneal glucose tolerance test (GTT) and insulin-tolerance test (ITT) (**c**) performed in M-p110αKO and control mice at 3 months of age on chow diet (CD) (ctrl, *n* = 5; KO, *n* = 8). **d** H&E stain in quadriceps and succinate dehydrogenase (SDH) stain in TA muscle cross-sections of M-p110αKO and control mice at 3 months of age (scale bar = 200 μm), and quantification of the muscle fiber cross-section area from H&E stain, total fiber numbers per area of TA muscle cross-section from SDH stain, and percentage of quadriceps myofibers with central nuclei from H&E stain (*n* = 5). **e** mRNA expression of myogenic factors in TA muscles from 3-month-old M-p110αKO and control mice (*n* = 5). **f** Serum myostatin levels from 3-month-old M-p110αKO and control mice fasted for 24 h or randomly fed (ctrl, *n* = 5; KO, *n* = 7). **g** Percentage of epididymal fat and subcutaneous fat weights per body weight of M-p110αKO and control mice at 3 months of age (*n* = 8). **h** Triglyceride levels in gastrocnemius muscles of 3-month-old M-p110αKO and control mice fasted for 24 h or randomly fed (ctrl, *n* = 4; KO, *n* = 9). **i** The total work of M-p110αKO and control mice from acute treadmill test at 16 months of age (*n* = 8). **j** Forelimb grip strength from 16-month-old M-p110αKO and control mice (*n* = 8). **k**–**m** Spontaneous activity (k), respiratory exchange ratio (RER) (l), and VCO_2_ (m) in 24-month-old M-p110αKO and control mice during fed and fast cycles over 48 hrs in CLAMS metabolic cages (ctrl, *n* = 5; KO, *n* = 6). *P < 0.05 by Student’s *t* test; ^‡^*P* < 0.05 by two-way ANOVA. Light blue bars represent p110α-floxed mice; red bars represent M-p110αKO mice. TA tibialis anterior, Gastroc gastrocnemius, Quad quadriceps, EDL extensor digitorum longus. Box plots visualize the five-number summary of the data set (minimum, lower quartile, median, upper quartile, and maximum). The data are mean ± SEM

### Decreased muscle mass, fiber size, and increased myogenesis

At 3 months of age, M-p110αKO displayed a 15% decrease of body weight compared with controls (Supplementary Fig. 6a). This was due, in large part, to 12–24% reductions of mass in most muscles (all *p* < 0.05, Student’s *t* test) (Supplementary Fig. 6b), except soleus muscle, whose weight was not different between the groups. By contrast, no difference was observed in the body or muscle weight of M-p110βKO at 3 months of age compared with controls (Supplementary Fig. 6c, d). The reduced muscle mass in M-p110αKO was due to a 30–40% decrease of the muscle fiber cross-sectional area as quantitated using hematoxylin and eosin (H&E) and succinate dehydrogenase (SDH) stained sections (Fig. 6d; Supplementary Fig. 6e). There was also a 48% increase in the muscle fiber number in cross-sections of quadriceps muscles, and a ten-fold increase in myofibers with central nuclei in M-p110αKO (10% vs. 1% in controls) (Fig. 6d), indicating increased myogenesis in these mice^36^. SDH staining of TA muscles showed a preponderance of glycolytic fibers with no difference between controls and M-p110αKO (Supplementary Fig. 6f, g). Consistent with increased myogenesis, there was increased expression of *MyoD1* (49%), *Myf5* (50%), and *myogenin* (39%) in TA muscle of 3-month-old M-p110αKO (all *p* < 0.05, Student’s *t* test) (Fig. 6e).

Expression of *myostatin*, a TGFβ family member that has an inhibitory role in muscle growth^37^, on the other hand, was decreased by 44% in muscle of M-p110αKO (Fig. 6e). The decrease in *myostatin* and increase in *MyoD1* were also observed even after 24 -h fasting (Supplementary Fig. 6h), when protein catabolism of muscle is increased^38^. Previously we have generated mice with a heterozygous knockin mutation changing Arg 649 to Trp in the gene for the p85α PI3K regulatory subunit. This results in significantly decreased insulin signaling^39^. This was also associated with decreased myostatin expression and a tendency for increased *MyoD1* mRNA, thus providing further evidence that the impaired PI3K signaling results in decreased myostatin expression (Supplementary Fig. 6i).

The decrease in *myostatin* mRNA in M-p110αKO was associated with a parallel reduction of serum myostatin levels in fed and fasted states (Fig. 6f). Reduction in circulating myostatin has been associated with increased muscle mass and decreased fat mass^40^. In M-p110αKO, there was a 35% decrease in weight of the epididymal fat pad, and a 28% decrease in weight of the subcutaneous fat pad compared with controls (*p* < 0.05, Student’s *t* test) (Fig. 6g). The decreased adipose tissue mass was associated with increased expression of genes involved in lipolysis, including ~70% increases in mRNA of adipocyte triglyceride lipase (ATGL) and hormone-sensitive lipase (HSL) (Supplementary Fig. 6j). Likewise, mRNA levels of genes that regulate β-oxidation were increased in adipose tissue of M-p110αKO, including peroxisome proliferator-activated receptor-α (PPARα) (145%), PGC1α1 (341%), very-long chain acyl-CoA dehydrogenase (VLCAD) (48%), and long-chain acyl-CoA dehydrogenase (LCAD) (62%) (*p* < 0.05, Student’s *t* test) (Supplementary Fig. 6k).

The combined reduction in muscle and fat mass was associated with a 76% increase in triglyceride accumulation in muscle of M-p110αKO in fed state, and a margin 34% increase in the fasted state (Fig. 6h). This was associated with a 60% increase in expression of fatty acid transport protein 1 (FATP1), the major transporter for fatty acid uptake in muscle of M-p110αKO (Supplementary Fig. 7a)^41^. These changes occurred with no changes in mRNA expression of genes involved in lipolysis in muscle of M-p110αKO (Supplementary Fig. 7b).

### Abnormal muscle function and decreased RER in M-p110αKO

While no functional defect in endurance or strength was present in M-p110αKO at 3 months of age (Supplementary Fig. 7c, d), by 16 months of age M-p110αKO exhibited a 33% decrease of exercise capacity on a treadmill test (*p* = 0.07) (Fig. 6i) and a 16% decrease of muscle grip strength (*p* < 0.05, Student’s *t* test) (Fig. 6j, Student’s *t* test). Likewise, in CLAMS metabolic cage assessment at 3 months of age, M-p110αKO displayed similar food intake, activity, O_2_ consumption, CO_2_ production, and respiratory exchange ratio (RER), versus controls in both fed and fasted conditions (Supplementary Fig. 7e–i). However, by 24 months of age, fasted M-p110αKO exhibited 47–63% decreases in spontaneous activity compared with controls, as assessed in CLAMS metabolic cages (Fig. 6k). Food intake, adjusted for body weight, was not different between M-p110αKO and controls at 24 months of age (Supplementary Fig. 7j). RER was decreased by 9% in M-p110αKO during the light cycle under fed conditions (0.74 ± 0.01 vs. 0.81 ± 0.023, *p* < 0.05, Student’s *t* test) (Fig. 6l), due to a 13% of decrease in CO_2_ production in M-p110αKO (Fig. 6m), indicating a shift of energy utilization from carbohydrate toward fat. Oxygen consumption was not different between M-p110αKO and controls in either fed or fasted conditions (Supplementary Fig. 7k). Together, these data suggest a shift of energy utilization from carbohydrate consumption toward fatty acid oxidation in aged M-p110αKO mice, accompanied by decreased spontaneous activity and exercise capacity.

## Discussion

PI3K and its product PIP3 are the central signaling nodes in insulin regulation of metabolism^1,12,42,43^. In this study, we have investigated the roles of two major isoforms of the PI3K catalytic subunit, p110α and p110β, in regulation of metabolism in skeletal muscle. Similar to the liver, we find that a loss of p110α, but not p110β, in muscle leads to impaired insulin signaling, as evidenced by diminished phosphorylation of its downstream target AKT. This difference between a loss of p110α and p110β can be explained, at least in part, by different gene expression, as *p110α* mRNA is 12-fold higher than *p110β* in muscle. In addition, it is possible that p110α and p110β have different intrinsic functions as suggested by our data and previous studies^2,3^.

Although deletion of p110α, but not p110β, results in impaired muscle insulin signaling and hyperinsulinemia, these mice had normal whole-body glucose tolerance and insulin sensitivity. Furthermore, glucose uptake in skeletal muscle is also not impaired in M-p110αKO as measured in vivo by radioactively labeled glucose. Likewise, glucose tolerance and insulin sensitivity are not different even after 13 weeks on HFD or with aging, suggesting that in vivo, the defect in insulin signaling produced by a loss of p110α in muscle only is not sufficient to impair glucose tolerance.

Normal whole-body glucose tolerance in M-p110αKO is consistent with our findings of normal glucose tolerance in mice with muscle-specific deletion of insulin receptor^44^ or insulin and IGF-1 receptors^10^. The latter has a complete lack of insulin signaling, but an increase in non-insulin-mediated glucose uptake, secondary to decreased TBC1D1 resulting in increased Glut4 membrane localization^10^. Whether this is true in muscle of M-p110αKO remains to be determined. Along the same line, muscle-specific deletion of the regulatory p85α subunit of PI3K, which destabilizes and reduces p110α protein, does not result in glucose intolerance^43^. By contrast, work from our lab and others have shown that mice with muscle-specific knockout of Glut4, which is responsible for both insulin-mediated and exercise-induced glucose uptake, develop markedly impaired glucose tolerance^45^, indicating that muscle glucose uptake, when completely impaired, is important in whole body glucose homeostasis.

Despite a lack of obvious defects in glucose metabolism, a loss of p110α does induce fasting-like phenotype in muscle characterized by increased mitochondrial function and fatty acid oxidation. This is evident by increased levels of electron transport chain complex proteins and enhanced expression and enzymatic activity of citrate synthase in muscle of M-p110αKO. There is also an eightfold increase in mitochondrial NADH levels, an increase in cellular ATP levels, and increased C^14^-labeled palmitate oxidation in the isolated mitochondria. However, this shift toward increased fatty acid oxidation comes at a cost of higher ROS levels. Loss of p110α is also associated with increased proteasome and autophagy–lysosomal muscle degradation, reduced muscle mass, and smaller muscle fibers, especially in glycolytic muscles, whereas predominantly oxidative soleus muscle appears to adapt to higher fatty acid oxidation. These findings are in line with some clinical studies showing increased mitochondrial activity and fatty acid oxidation with the development of muscle insulin resistance in T2DM and obesity^6^.

Increased mitochondrial activity in M-p110αKO is likely due to increased expression of *PGC1α* isoforms. Indeed, as a major regulator of mitochondrial biogenesis, mice overexpressing PGC1α have more newly formed muscle fibers and an increase in mitochondrial mass^46^, both features of M-p110αKO. Mitochondrial fusion, a process that promotes ATP production, is increased in M-p110αKO, as a result of increased expression of regulators of mitochondrial fusion such as Mfn2. This process may also be regulated by the increased *PGC1α* in M-p110αKO^47^. Other studies have shown a strong correlation between intramuscular lipid storage and increased PGC1α expression^48^. This is also true in M-p110αKO mouse muscle, which has increased triglyceride accumulation. Indeed, many studies have shown that several weeks of HFD treatment in rodents induces an increase in mitochondrial biogenesis in skeletal muscle^8^. This elevated fatty acid influx could induce an adaptive increase in mitochondrial biogenesis and function in muscle, as a way to achieve energy homeostasis. However, the magnitude of these changes in mitochondria appears to be insufficient to overcome enhanced lipid availability, therefore ectopic lipid accumulation is observed in M-p110αKO. Another interesting aspect of these changes is that the increase in *PGCα1* occurs primarily in two of the less studied isoforms, *PGC1α2* and *PGC1α3*, and how these differ from the effects of the better characterized *PGC1α1* and *PGC1α4* remains to be determined. 

In any case, the loss of p110α results in increased mitochondrial biogenesis and function. This appears to be a compensatory mechanism secondary to a decrease in insulin signaling and glycolytic capacity. This is evident by higher levels of ROS—a by-product of mitochondrial respiration—in muscle of M-p110αKO. Previous studies have shown that ROS produced by the mitochondria can stabilize LC3, the key factor in autophagosome biogenesis, and therefore is essential for stress-induced autophagy^49,50^. Indeed, high levels of ROS have been shown to increase proteolysis and decrease protein synthesis, contributing to the pathogenesis of muscle atrophy^51^. In line with this, increased autophagy signaling is displayed in M-p110αKO along with decreased skeletal muscle mass. Interestingly, mitochondrial size, LC3-mediated autophagy, increased proteolyis, and decreased muscle mass were only evident in glycolytic and mixed muscle fibers, but not in oxidative muscle such as soleus, which is able to adapt better to fatty acid oxidation.

In M-p110αKO, there is also decreased circulating myostatin. This results in increases in myoblast proliferation, numbers of muscle fibers per muscle, and numbers of immature muscle fibers with central nuclei^52^. This increased myogenesis is a compensatory mechanism secondary to increased muscle protein degradation, such that muscle mass is reduced by only 10–15% in M-p110αKO, despite the relatively large changes in each of the individual processes controlling maintenance of muscle mass. Interestingly, a decrease in PI3K signaling in M-p110αKO associated with a decrease in muscle expression of myostatin is also evident in our mice with dominant-negative mutation in the p85α subunit of PI3K, suggesting a direct role of PI3K in muscle homeostasis. This finding raises concern that prolonged use of PI3K inhibitors in cancer patients, especially those targeted against p110α^53^, may add to muscle atrophy already present in many of these individuals.

Whereas decreased myostatin levels were not sufficient to overcome reduced muscle size in M-p110αKO, it could account for increased lipolysis and reduced whole-body fat mass, contributing to relatively mild metabolic impairment. Indeed, previous studies have shown that inhibition of myostatin action or myostatin deficiency results in increased muscle mass accompanied by decreased fat mass^54^. M-p110αKO have 40–50% decreases of *myostatin* expression in muscle and serum myostatin. This may contribute to increased adipose tissue lipolysis through increased expression of *ATGL* and *HSL* in adipose tissue^55^. In M-110αKO, there is also an increase in *FATP1* in muscle, which could lead to increased lipid uptake by muscle^56^, decreased adipose tissue mass, and accumulation of triglycerides in muscle of M-p110αKO, a phenotype found in some models of muscle atrophy^57^. Myostatin inhibition is also one possible driver for increased *PGC1a* expression in M-p110αKO. Indeed, previous studies have shown PGC1α expression is induced in myostatin inhibition models^58^, and in line with this, M-p110αKO display increased mRNA expression of *PGC1α* in both skeletal muscle and white adipose tissue, suggesting a systemic regulation of *PGC1α* gene expression.

In summary, our study demonstrates that p110α is the dominant catalytic isoform of PI3K in muscle and plays a unique role in metabolic regulation. p110α is critical for the maintenance of muscle mass. It also plays an important and unexpected role in the regulation of mitochondrial homeostasis. Deletion of p110α in muscle leads to significant increase in proteasome activity and autophagy, resulting in reduction of muscle mass, strength, and endurance, especially with age. Interestingly, loss of p110α in skeletal muscle causes an increase, rather than decrease, in mitochondrial metabolism, as evidenced by increases in mitochondrial biogenesis, mitochondrial fusion, oxidative capacity, and levels of ROS. This is likely due to increased expression of *PGC1α* isoforms found in M-p110αKO. Thus, changes at the level of p110α may help explain differences in muscle mitochondrial function in the context of diabetes. These data shed light on how p110α regulates metabolic functions in skeletal muscle and add a new layer of understanding the relationship between mitochondrial function and insulin sensitivity.

## Methods

### Animal care and use

All studies were performed in male mice on *C57BL/6J* background. Muscle-specific p110α or p110β knockout mice were generated by crossing mice carrying the Cre recombinase gene driven by the human alpha-skeletal actin (HSA) promoter (Jackson Laboratories Stock Number: 006149) with mice carrying either floxed p110α or p110β alleles, in which exon 1 of p110α or exon 2 of p110β was flanked with loxP sites^2,3,59^. All animal studies were approved by the Institutional Animal Care and Use Committee (IACUC) at the Joslin Diabetes Center, and were in accordance with the National Institutes of Health guidelines. See Supplementary Methods for more information.

### RNA-Seq processing and data analysis

RNA-Seq analysis was performed as previously reported^60^. Library for RNA-Seq was prepared using the NEBNext mRNA Sample Prep Master Mix kit (NEB), and HTG EdgeSeq mRNA sequence analysis was performed by BioPolymers Facility at Harvard Medical School. The total RNA was extracted from tissues using Trizol and was reverse-transcribed using a high-capacity complementary DNA reverse transcription kit (Applied Biosystems) according to the manufacturer’s instructions. Quantitative real-time PCR was performed in 5 μl of the resulting cDNA after a tenfold dilution in the presence of the SYBR Green PCR Master Mix (Applied Biosystems) and 300 nM primers. PCR reactions were run in duplicate in the ABI Prism 7700 Sequence Detection System with primers as detailed in Supplementary Table 1, and Ct values were normalized to *GAPDH* gene levels. KEGG enrichment analysis was performed using a hypergeometric distribution test. Filtering of gene expression and statistics were performed using MATLAB 2016b.

### Proteolysis assay

Proteolysis was measured as previously described^61^. Briefly, EDL and soleus muscles were isolated from M-p110αKO and controls, and preincubated in 1 ml of KRB buffer (117 mM NaCl, 4.7 mM KCl, 2.5 mM CaCl_2_, 1.2 mM KH_2_PO_4_, 1.2 mM MgSO_4_, 24.6 mM NaHCO_3_, and 5 mM glucose) for 30 min before transferring to fresh 1 ml of KRB containing 0.5 mM cycloheximide to inhibit protein synthesis. Incubation buffer was collected, and tyrosine release was measured^62^.

### Proteasome measurement

Proteasome activity was measured from gastrocnemius muscles of M-p110αKO and controls fasted as previously described^15^. Briefly, muscle fractions containing proteasome were isolated from homogenized muscle lysates after centrifugation. A peptidyl glutamyl-like (LLE) substrate (Z-Leu-Leu-Glu-7-amido-4-methylcoumarin) (Sigma-Aldrich, C0483) was added into assay buffer, and fluorescence was monitored (360 -nm excitation, 460 -nm emission) every 3 min for 1.5 hrs at 37 °C. Enzyme activity of 26S proteasome was determined as the change in fluorescence during the linear phase of the reaction and compared against a standard curve of 7-amido-4-methylcoumarin (Sigma-Aldrich, A9891).

### Mitochondrial respiratory enzyme activities

Mitochondrial assays were performed according to established methods^63^. The NADH cytochrome *c* reductase (NCCR) and succinate cytochrome *c* reductase (SCCR) activities were measured by following the reduction of exogenous oxidized cytochrome *c*. An aliquot of 10 µg of isolated mitochondria was preincubated with the assay buffer (1.5 mM KCN, 50 mM K_2_HPO_4_, pH 7.4) containing β-NADH or succinate at 37 °C for 15 min. After addition of cytochrome *c* to the mixture, the change in the absorbance at 550 nm was recorded on a spectrophotometer. Cytochrome *c* oxidase (CCO) activity was determined by following the oxidation of exogenous reduced cytochrome *c*. An aliquot of 5 µg of isolated mitochondria was preincubated in the assay buffer (5 mM K_2_HPO_4_, pH 7.4) at 37 °C for 10 min. After addition of ferrocytochrome *c* to the assay mixture, the change in absorbance at 550 nm was recorded on a spectrophotometer.

### EM and morphometric analysis

After perfusion with PBS, soleus and EDL muscles were dissected from mice and fixed using 2.5% (wt/vol) glutaraldehyde in 0.1 M phosphate buffer for 4 hrs at room temperature before being placed at 4 °C for storage. Sample preparation for EM was performed by EM Core Facility of Harvard Medical School^64^. After being placed in ascending concentrations of ethanol, samples were incubated in 1:1 mixture of propylene oxide and Araldite 502 epoxy resin for several hours before being placed into a vacuum desiccator overnight. This was followed by embedding samples in Araldite 502 epoxy resin using BEEM capsules (Ted Pella Inc.) and a 60 °C curing oven for 48 hrs. Sections were trimmed and adhered to glass slides using heat, stained with a 1% methylene blue, and prepared for EM. Morphological analysis such as mitochondrial size and area was obtained using Metamorph software (v 6.1, Universal imaging)^34^. At least four sections were measured per animal in a double-blind manner.

### Plasmid transfection and intravital microscopy

For in vivo imaging, mice were anesthetized and mounted on the microscope stage on their side in dental cement in the position to expose the tissue to be imaged^22^. Images were collected with a 63 ×, 1.2 NA Zeiss C-Apochromat objective on a Zeiss-LSM-710 microscope. Mito-GFP was excited using the 488 -nm laser line. Mito-EGFP emission was collected at 505–576 nm. MitoTimer was excited using the 488 (green) and 561 -nm laser line (red). MitoTimer emissions were collected at 505–540 nm (green channel) and 590–640 nm (red channel). NADH was excited and collected as previously described^64^.

### Fatty acid oxidation by isolated mitochondria

Mitochondria were isolated and purified from hindlimb muscle of M-p110α and controls as previous described^13^, and fatty acid oxidation was measured by the conversion of [1–^14^C]-palmitate acid into CO_2_ in isolated mitochondria^65^. Briefly, isolated mitochondria were placed in a buffer containing BSA-conjugated [1–^14^C]-palmitate acid for 1 h at 37 °C. CO_2_ was released from buffer by addition of 70% perchloric acid, and was captured in 3 M NaOH that had been added to a filter paper on top of the vial. Fatty acid oxidation was calculated based on the level of ^14^CO_2_ trapped in the filter paper by scintillation counting.

### In vivo glucose uptake

Glucose uptake was measured as described^66^. In brief, glucose uptake into tissue was measured by intravenous injection of 0.33 μCi of H^3^-labeled glucose per gram of body weight dissolved in either saline or 20% dextrose, administered via the retro-orbital sinus. After 25 min, disintegrations per min were measured in selected tissue and in blood at 0, 5, 10, and 15 min.

### Oxygen consumption rate analysis

Mitochondria were isolated and purified from hindlimb muscle, then diluted in the Mitochondrial Assay Solution supplied with 10 mM pyruvate/2 mM malate as previously described^13^. Oxygen consumption rate (OCR) was measured using a Seahorse Bioscience XF24 analyzer in the absence (basal) or presence (state 3) of 400 µM adenosine diphosphate (ADP). Protein concentrations were measured using the Bradford method (Bio-Rad).

### Western blot analysis

Powdered muscle tissue was homogenized in RIPA buffer (Millipore, 20–188) supplemented with phosphatase inhibitor and protease inhibitor cocktail (Sigma-Aldrich). Lysates were subjected to SDS-PAGE and blotted using following antibodies: p110α (CS4249, 1:1000), phospho-Akt (S473) (CS9271, 1:2000), phospho-ERK (CS9101, 1:2000), phospho-GSK3β (CS9336, 1:2000), phospho-4EBP1 (CS2855, 1:1000), phospho-ULK (S555) (CS5869, 1:1000), phospho-Drp1 (S637) (CS4867, 1:1000), phospho-FoxO1/3 (CS9464, 1:500), ERK (CS9102, 1:2000), GSK3β (CS9315, 1:2000), 4EBP1(CS9644, 1:500), LC3 (CS2775, 1:1000), Beclin-1(CS3495, 1:1000), Drp1 (CS8570, 1:1000) and FoxO1 (CS2880, 1:500) from Cell Signaling, OPA1 (SC393296, 1:1000), GAPDH from Santa Cruz (SC25778, 1:5000), and citrate synthase (Ab96600, 1:1000), Mfn2 (Ab56889, 1:1000), and OXOPHOS (Ab110413, 1:1000) proteins from Abcam. Uncropped blots are available in Supplementary Fig. 8.

### Statistical analysis

The data are expressed as mean ± SEM. Differences were analyzed using an unpaired Student’s *t* test, One-way ANOVA or two-way ANOVA as appropriate. One-way ANOVA was followed by the Tukey’s multiple comparison post hoc test, and two-way ANOVA was performed using Bonferroni’s multiple comparison post test. Statistical calculations were performed using the GraphPad Prism software (GraphPad, San Diego, CA). A probability value of < 0.05 was considered significantly different.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All relevant data are included in the article and Supplementary Information. The RNA-seq data generated in this study are available at NCBI GEO database with the accession number GS E124394. Additional data generated during and/or analyzed during this study are available from the corresponding author on reasonable request.

# Supplementary material for: Role of p110a subunit of PI3-kinase in skeletal muscle mitochondrial homeostasis and metabolism
**Source:** Nat Commun. 2019 Jul 30;10:3412. doi: 10.1038/s41467-019-11265-y
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

Title: Role of p110a subunit of PI3-kinase in skeletal muscle mitochondria

Authors: Li et al .

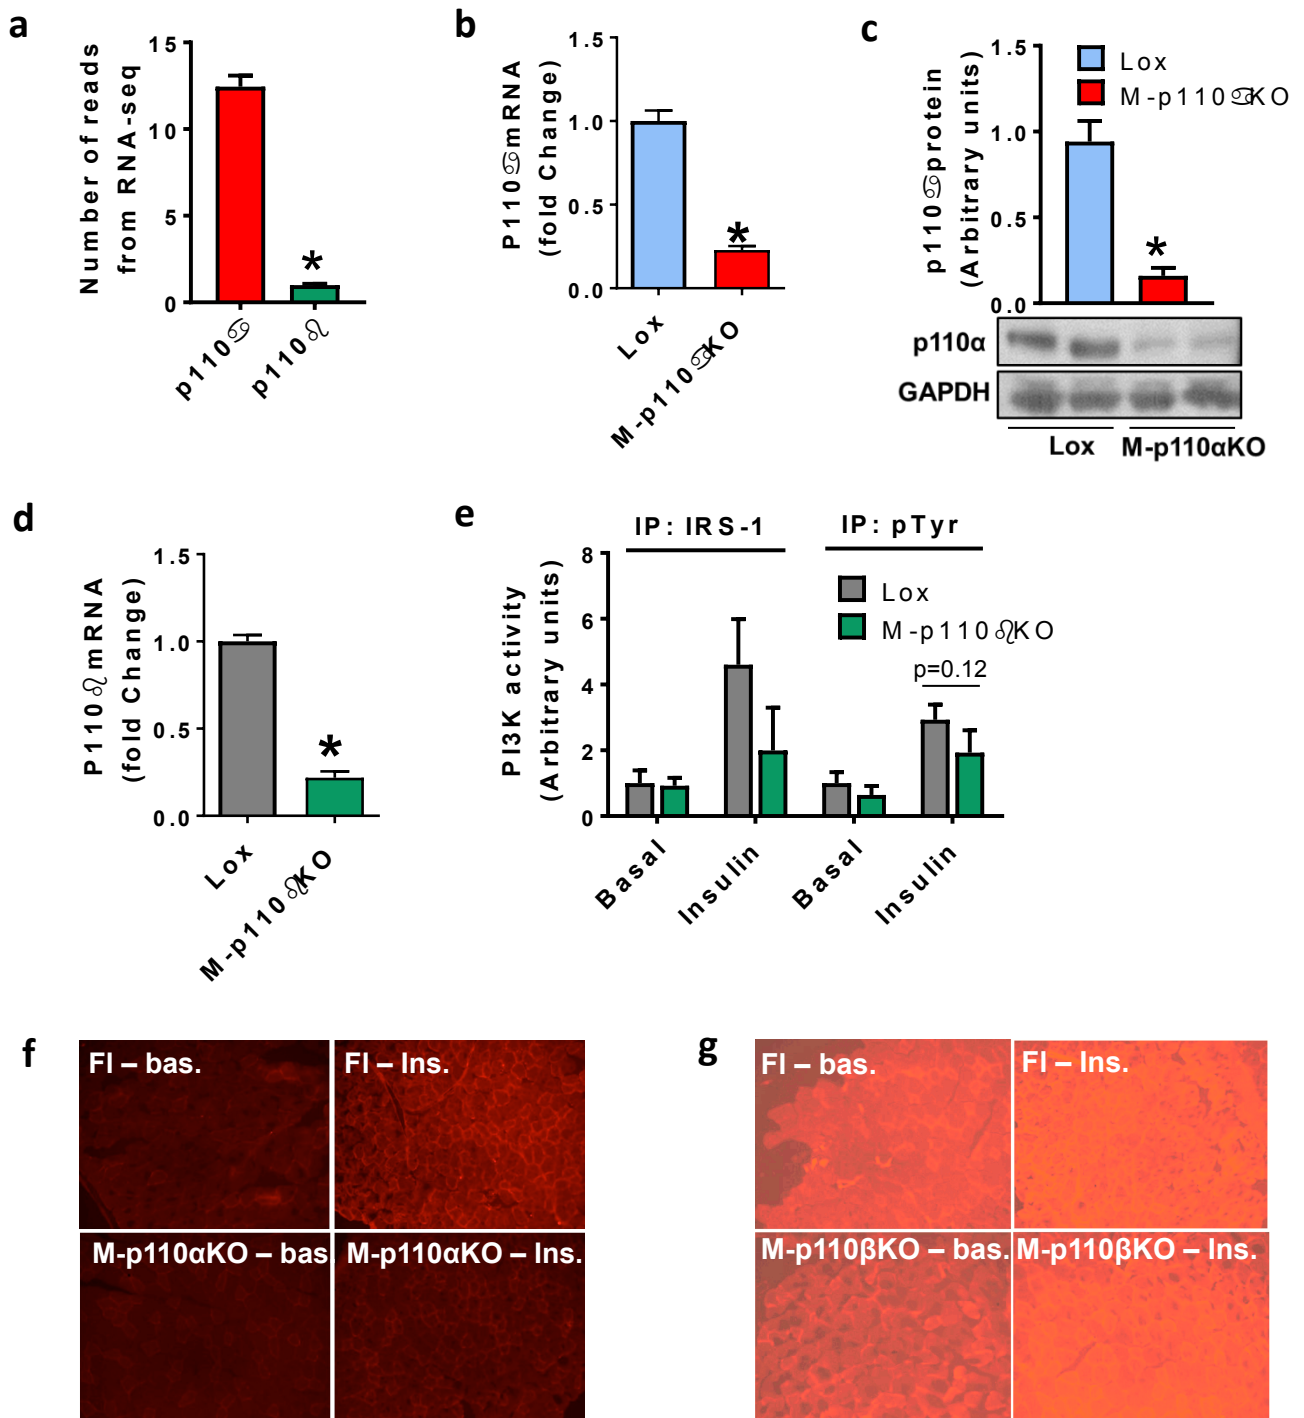

**Supplementary Figure 1. p110 $\alpha$  recombination blunts PI3K activity in M-p110 $\alpha$ KO**

**a** Number of reads of p110 $\alpha$  and p110 $\beta$  genes from TA muscle of p110 $\alpha$ -floxed and p110 $\beta$  floxed mice measured by RNA-Seq analysis (n = 4).

**b** mRNA expression of p110 $\alpha$  gene in pooled hindlimb skeletal muscles of M-p110 $\alpha$ KO and control mice (n = 4).

**c** Representative western blot and densitometric analysis of p110 $\alpha$  protein content in TA muscle of M-p110 $\alpha$ KO and control mice (n = 6).

**d** mRNA expression of p110 $\beta$  gene in major hindlimb skeletal muscles of M-p110 $\beta$ KO and control mice (n = 5).

**e** PI3K activities from extracts that were immunoprecipitated with anti-IRS-1 or anti-pTyr in gastrocnemius muscles of M-p110 $\beta$ KO and control mice after insulin injection (5 U of regular insulin via inferior vena cava) (n = 4).

**f** and **g** Phosphatidylinositol (3,4,5)-trisphosphate (PIP3) immunostaining of TA muscles from M-p110 $\alpha$ KO (**f**) and M-p110 $\beta$ KO (**g**) mice and their controls after insulin injection (5 U of regular insulin via inferior vena cava) (n = 4).

All mice were 3-month-old. PIP3, Phosphatidylinositol (3,4,5)-trisphosphate. Data are mean  $\pm$ SEM.

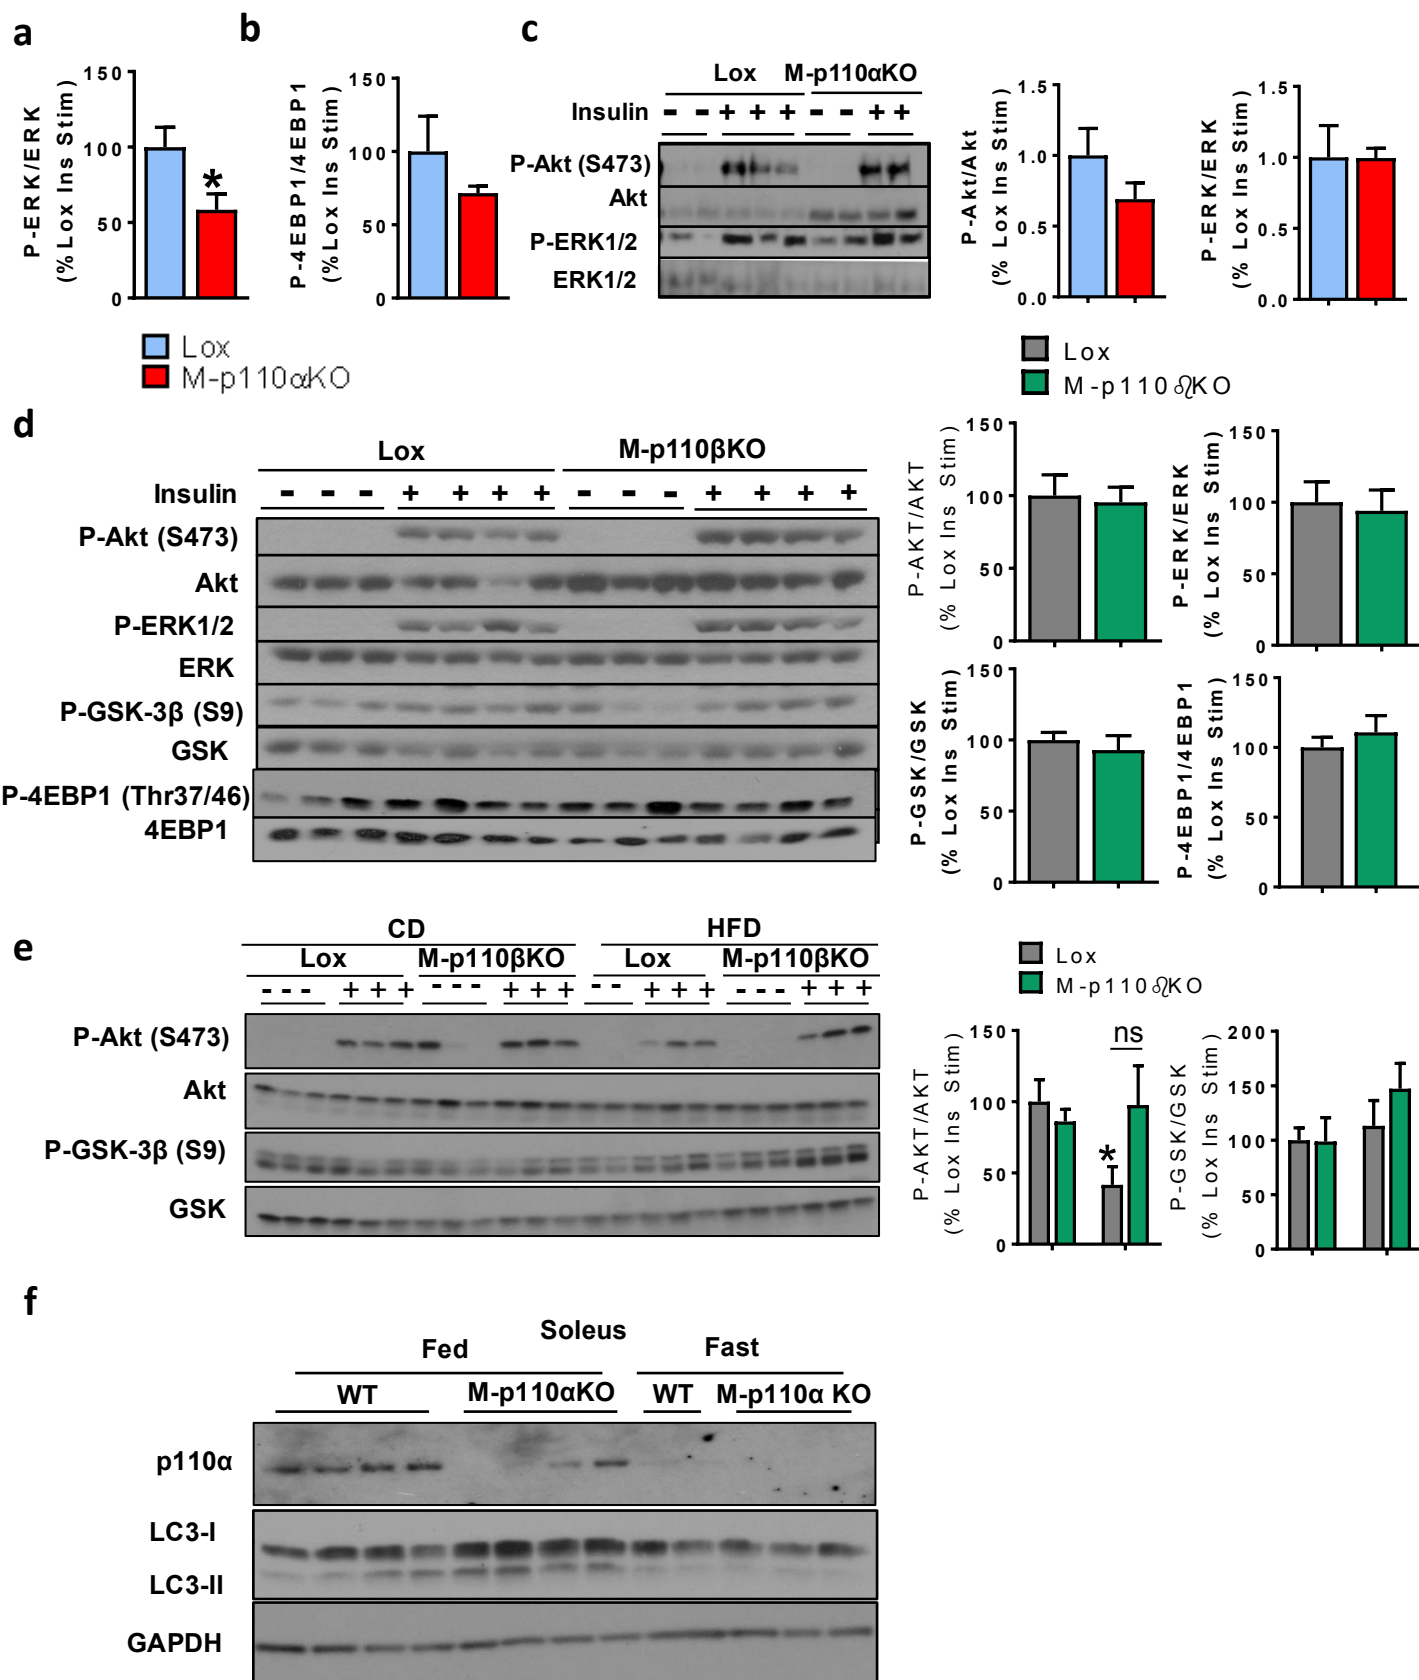

**Supplementary Figure 2. Muscle insulin signaling of M-p110 $\alpha$ KO and M-p110 $\beta$ KO**

**a and b** Densitometric analysis of insulin signaling assessed by western blot (Fig. 1b) in quadriceps muscle of M-p110 $\alpha$ KO and control mice after insulin injection.

**c** Western blot and densitometric analysis of insulin signaling in quadriceps muscles of M-p110 $\alpha$ KO and control mice on a 60% of HFD for 13 weeks.

**d and e** Western blot and densitometric analysis of insulin signaling in quadriceps muscles of M-p110 $\beta$ KO and control mice on a CD (d) or 60% of HFD (e) for 15 weeks.

**f** Western blot and densitometric analysis of FoxO proteins in TA muscles of 3-month-old M-p110 $\alpha$ KO and control mice.

All mice were 3-to 4-month-old. Mice from Fig. S2a to S2e were fasted overnight and treated with saline or insulin intravenously as described in the EXPERIMENTAL PROCEDURES. \*  $P < 0.05$  by Student's t-test. Light blue bars represent p110 $\alpha$ -floxed mice; red bars represent M-p110 $\alpha$ KO mice; grey bars represent p110 $\beta$ -floxed mice; Green represent M-p110 $\beta$ KO mice.

Data are mean  $\pm$ SEM.

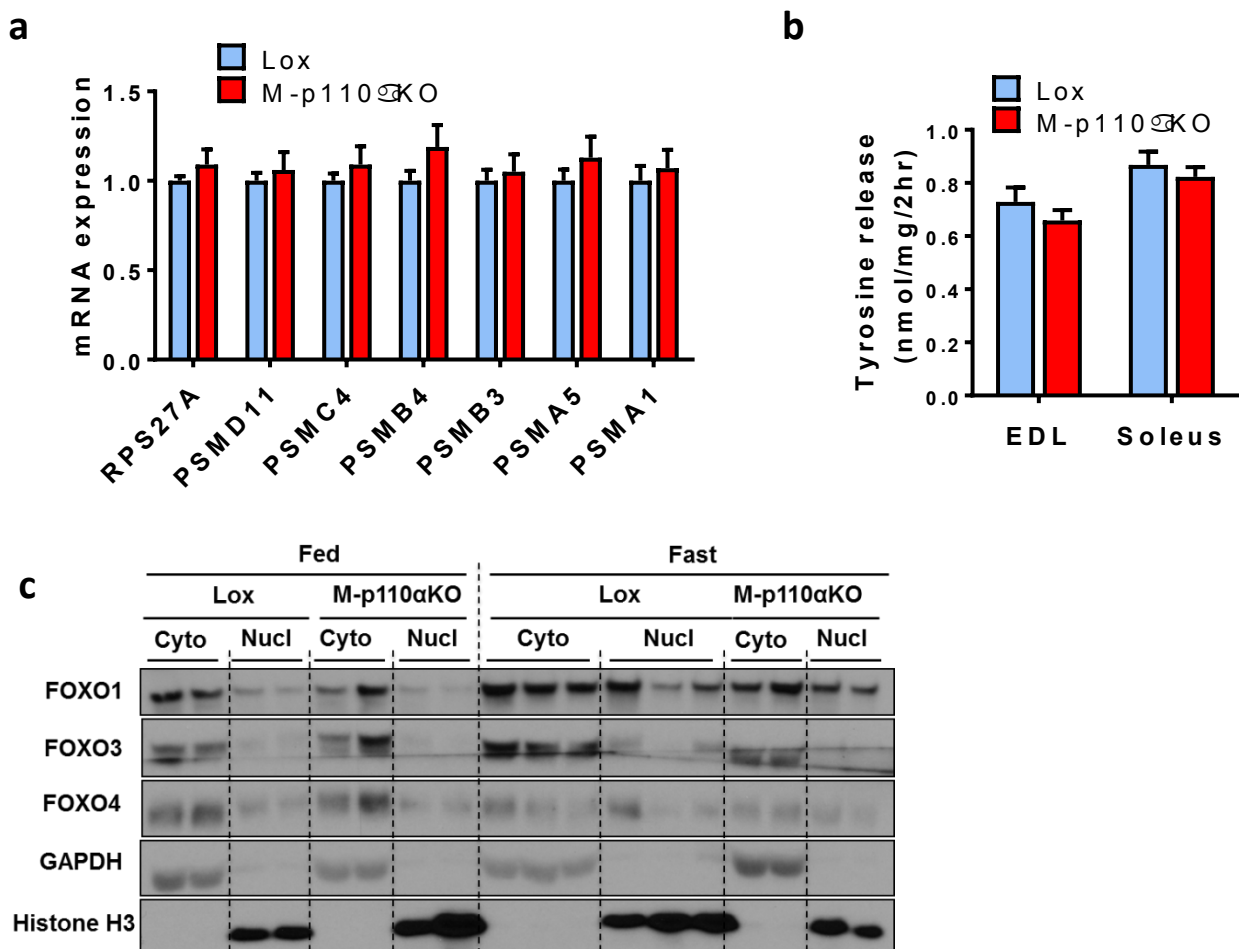

**Supplementary Figure 3. Unchanged mRNA expression of genes that encode proteasomal subunit proteins and proteolysis in young M-p110αKO mice.**

**a** mRNA expression of genes that codes for proteasomal subunits, isolated from TA muscles of 3-month-old M-p110αKO and control mice (n = 4).

**b** Proteolysis rate measured by tyrosine release *ex vivo* in EDL and soleus muscles isolated from fed control and M-p110αKO mice at 5 months of age (n = 8-9).

Data are mean ±SEM.

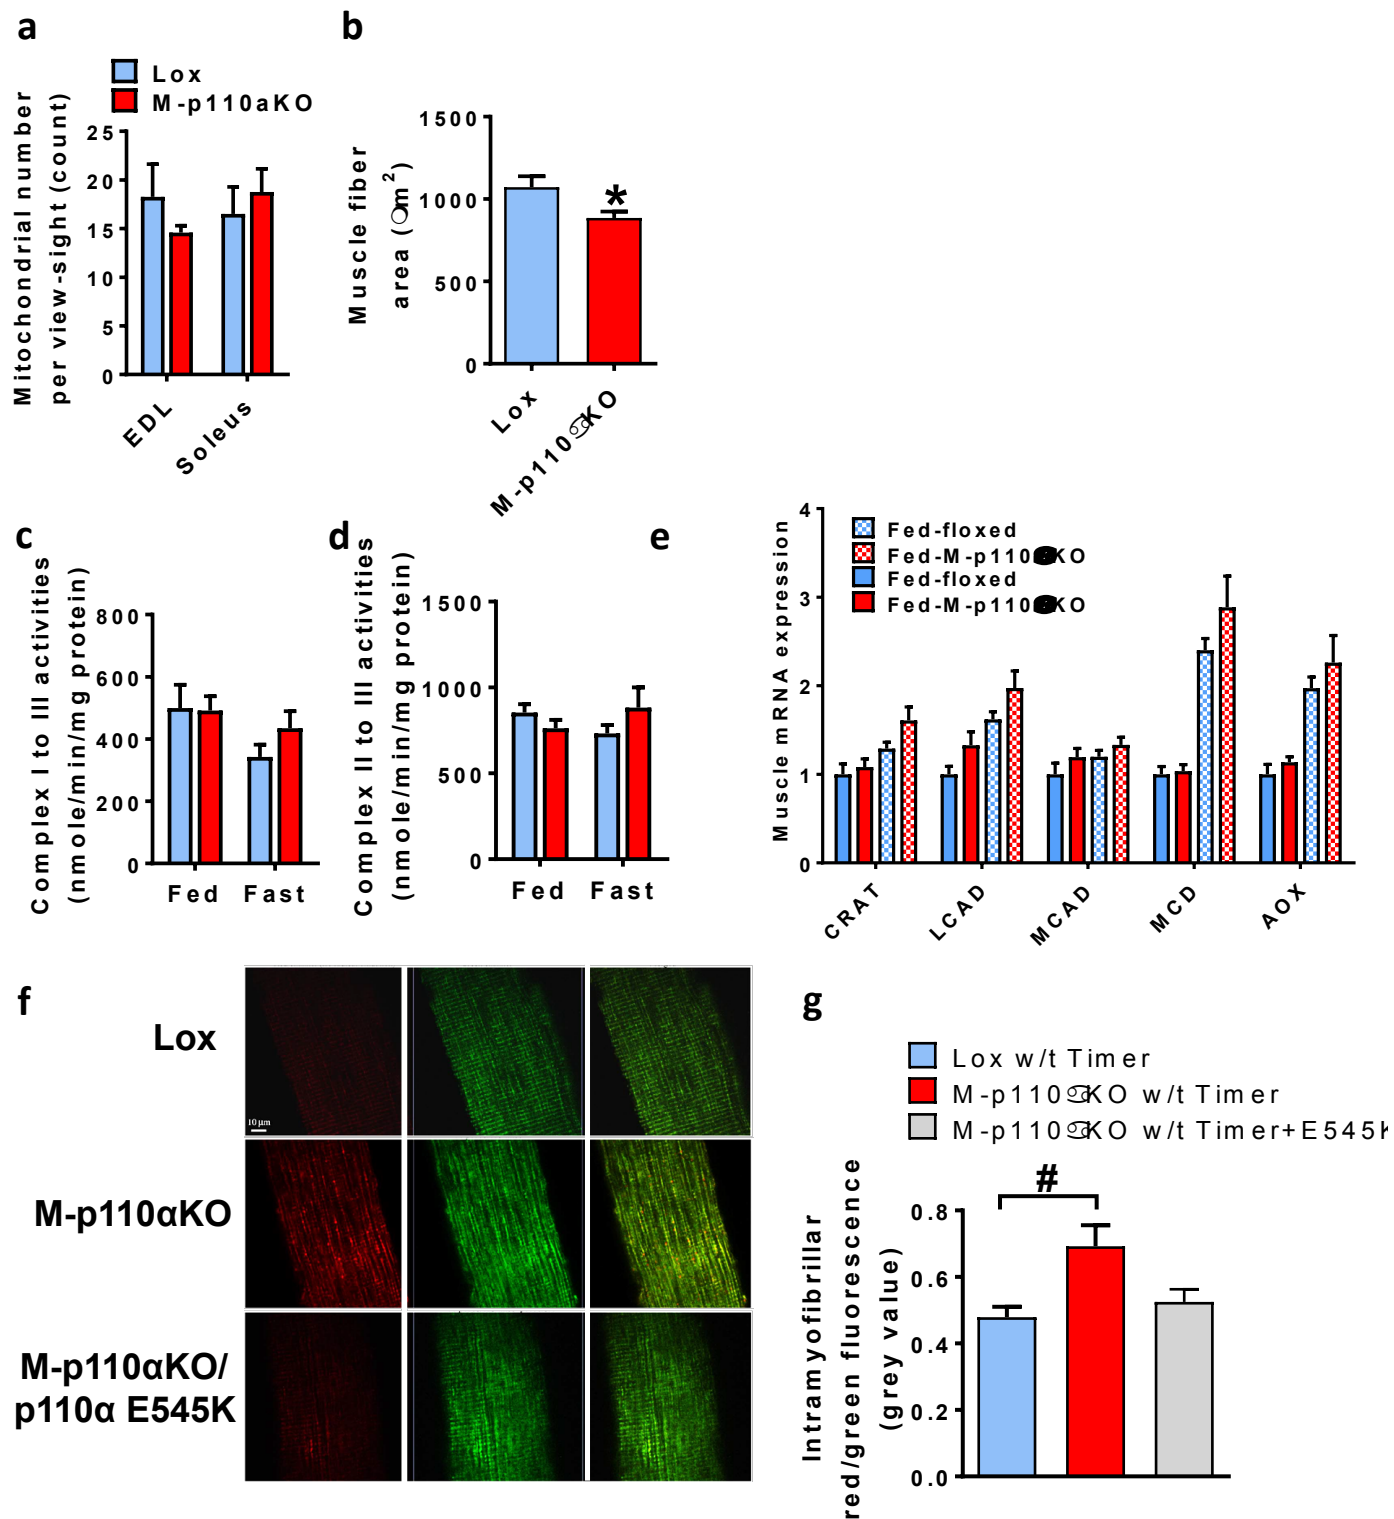

**Supplementary Figure 4. Mitochondrial number and Complex I-III activities are unchanged, but Mito-Timer studies indicate increased Oxidant level in M-P110αKO muscle**

**a** Mitochondrial numbers per view-sight were quantified in muscles of M-p110 $\alpha$ KO and control mice from electron microscope (EM) in Figure. 3a (n = 4).

**b** mito-GFP was transfected into quadriceps muscle of M-p110 $\alpha$ KO and control mice and visualized *in vivo* 5 days later as described in EXPERIMENTAL PROCEDURES. Muscle fiber areas per view-sight were quantified from intramyofibrillar positions in muscles of M-p110 $\alpha$ KO and control mice (n = 5-6).

**c and d** Mitochondrial respiratory enzyme Complex I to III (c) and II to III activities (d) in mitochondria isolated from skeletal muscle of M-p110 $\alpha$ KO and control mice in fed or 24hr fasted conditions (n =6-7).

**e** mRNA expression of genes regulating and  $\beta$ -oxidation in TA muscles of M-p110 $\alpha$ KO and control mice fasted for 24 hrs or randomly fed (n = 8).

**f** pMitoTimer was *in situ* transfected into quadriceps muscle fibers of living mice using a gene gun delivery approach, and visualized *in vivo* 5 days later by confocal microscope (upper and middle set of images). A different cohort of M-p110 $\alpha$ KO mice was co-transfected with constitutively active mutant p110 $\alpha$  (PIK3CA) E545K into quadriceps of these mice (bottom set of images).

**g** Red/green fluorescence in intramyofibrillar position of quadriceps muscles in (c) (n = 4 with 3-4 fibers per mouse).

All mice were 4- to 5-month-old. #  $P < 0.05$  by one-way ANOVA. Light blue bars represent p110 $\alpha$ -floxed mice; red bars represent M-p110 $\alpha$ KO mice. Intromyo., intramyofibrillar. Timer, pMitoTimer; E545K, p110 $\alpha$  (PIK3CA) E545K; Data are mean  $\pm$ SEM.

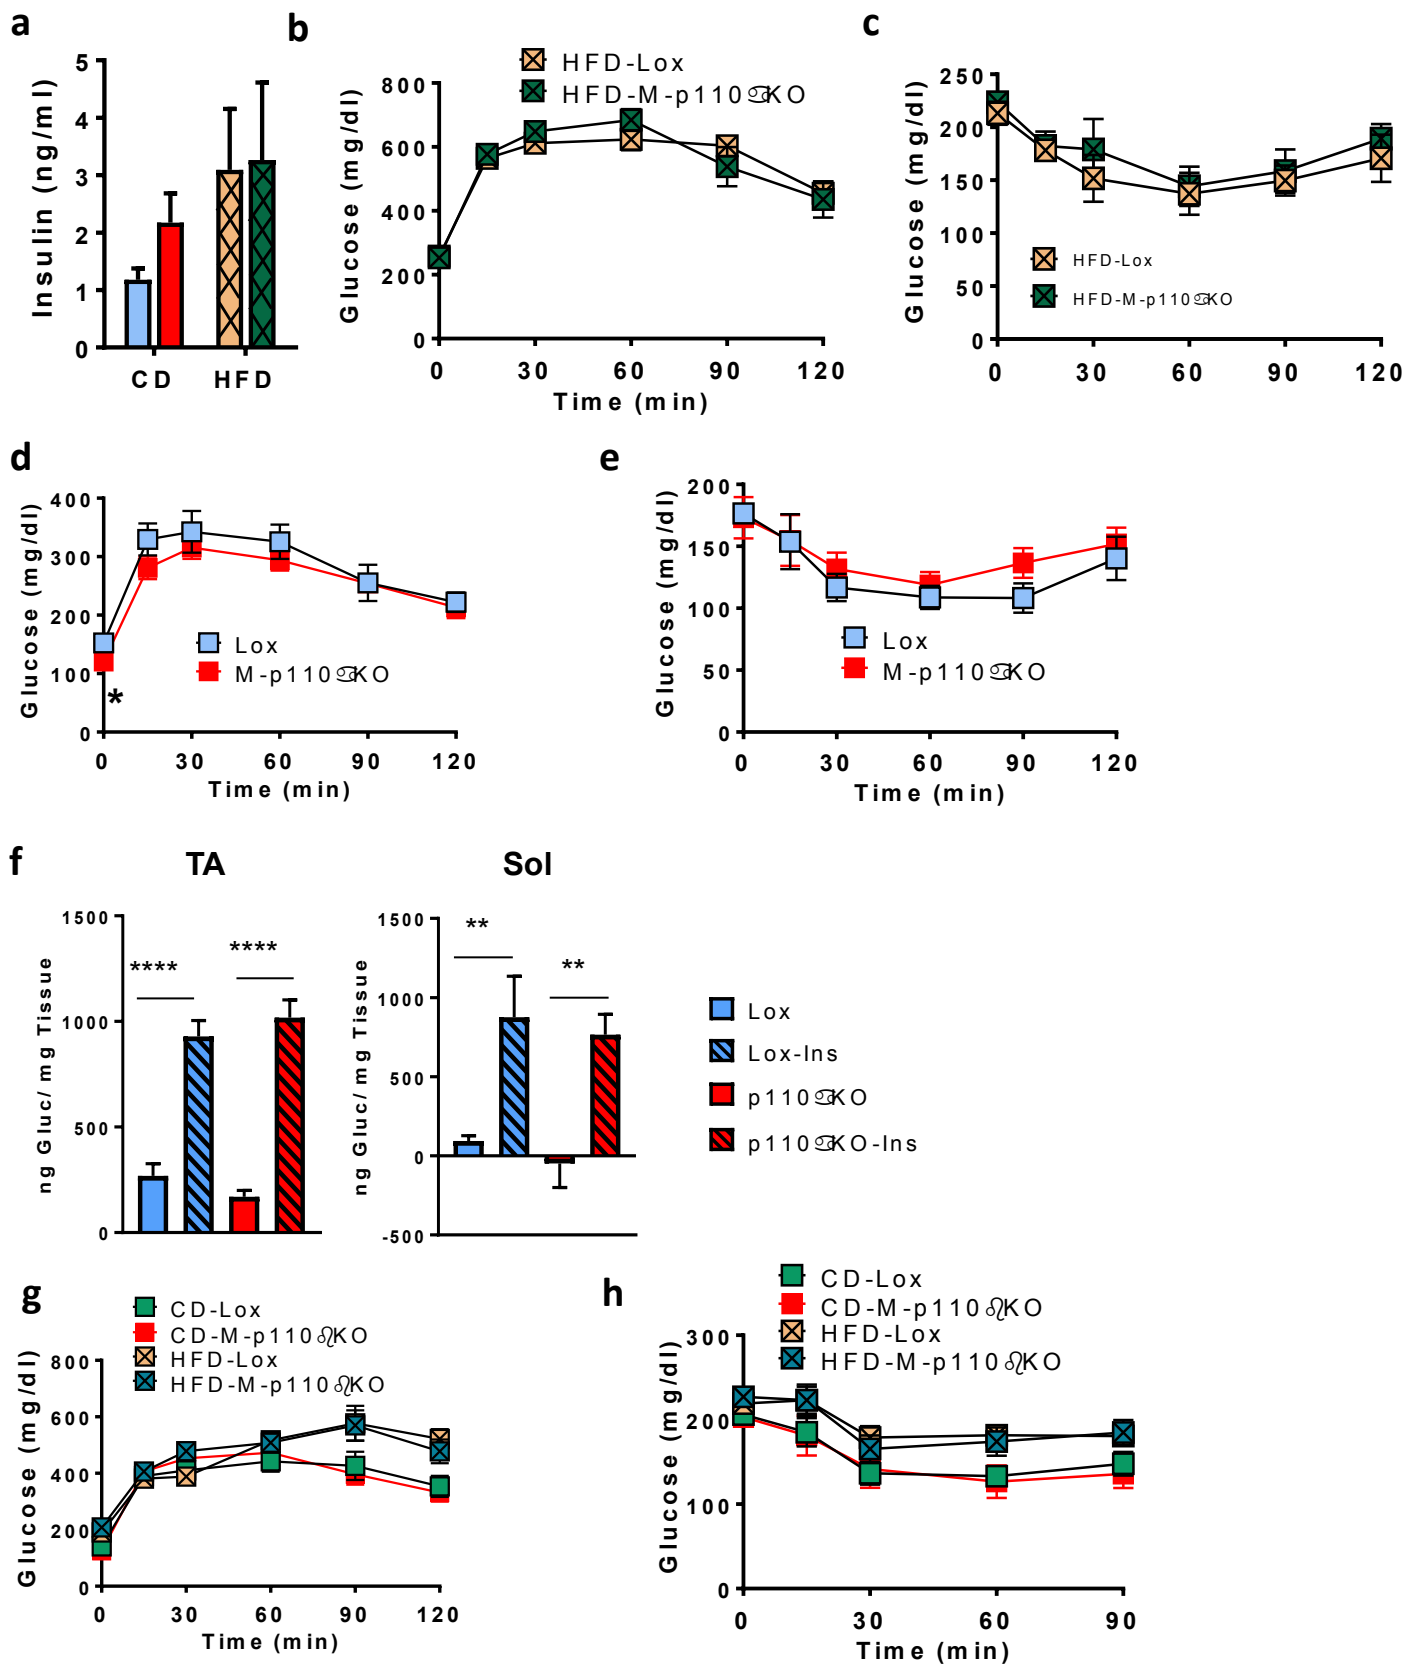

**Supplementary Figure 5. Whole body glucose and insulin tolerance are not impaired in M-p110 $\alpha$ KO or M-p110 $\beta$ KO mice on chow diet or 60% of High-Fat Diet.**

**a** Serum insulin levels from 3-month-old M-p110 $\alpha$ KO and control mice under CD or 60% of HFD for 15 weeks (n = 4-8).

**b** Intraperitoneal glucose tolerance test (GTT) performed in 3-month-old M-p110 $\alpha$ KO and control mice on 60% of HFD for 15 weeks (n = 5-8).

**c** Intraperitoneal insulin tolerance (ITT) were performed in 3-month-old M-p110 $\alpha$ KO and control mice on CD or 60% of HFD for 15 weeks (n = 5-8).

**d** and **e** Intraperitoneal GTT (D) and ITT (E) were performed in M-p110 $\alpha$ KO and control mice at 16 months of age (n = 8).

**f** and **g** Intraperitoneal GTT (f) and ITT (g) were performed in 3-month-old M-p110 $\beta$ KO and control mice on chow diet (CD) or 60% of High-fat diet (HFD) for 15 weeks (n = 6-8).

\*  $P < 0.05$  by Student's t-test. Light blue bars represent p110 $\alpha$ -floxed mice; red bars represent M-p110 $\alpha$ KO mice. Data are mean  $\pm$ SEM.

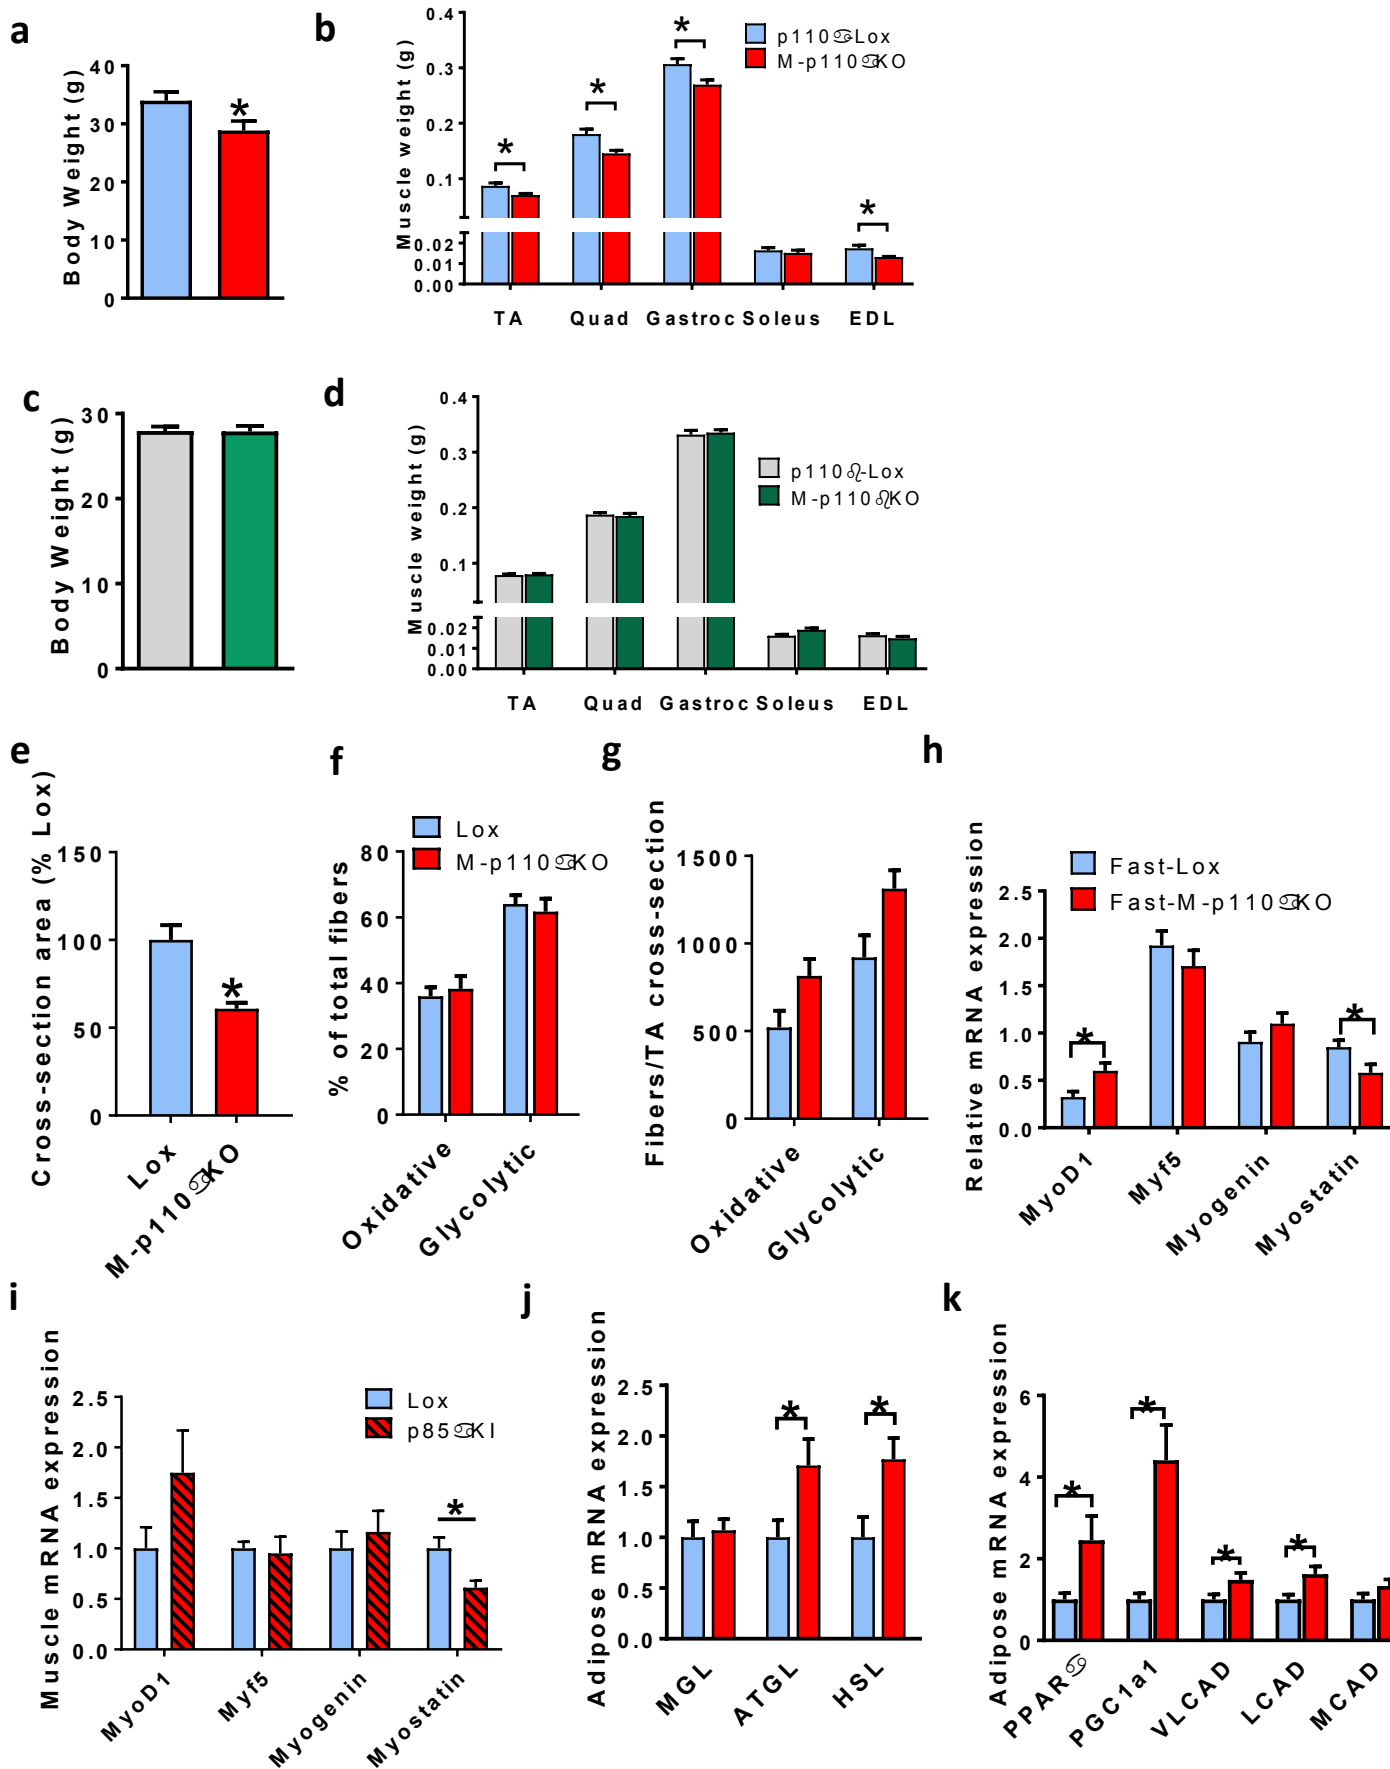

**Supplementary Figure 6. Decreased muscle mass and increased mRNA expression of genes regulating lipolysis and fatty acid oxidation in adipose tissue of M-p110 $\alpha$ KO Mice.**

- a** Body weights from 3-month-old M-p110 $\alpha$ KO and control mice (n = 8).
  - b** Muscle weights from 24-month-old M-p110 $\alpha$ KO and control mice (n = 5-6).
  - c** Body weights from 3-month-old M-p110 $\beta$ KO and control mice (n = 8).
  - d** Muscle fiber cross-section area of TA muscles from 3-month-old M-p110 $\alpha$ KO and control mice from SDH stain in Figure 6B. (n = 5).
  - e and f** Percentage (e) and total number (f) of oxidative and glycolytic fibers in TA muscle cross-section of M-p110 $\alpha$ KO and control mice from SDH stain in Figure 6B (n = 5).
  - g** mRNA expression of myogenic factors in TA muscles of 3-month-old M-p110 $\alpha$ KO and control mice fasted for 24 hrs (n = 5).
  - h and i** mRNA expression of genes regulating lipolysis (h) and  $\beta$ -oxidation (i) in epididymal fat of M-p110 $\alpha$ KO and control mice after 24 hrs fasting (n = 8).
- \*  $P < 0.05$  by Student's t-test. Light blue bars represent p110 $\alpha$ -floxed mice; red bars represent M-p110 $\alpha$ KO mice. TA, tibialis anterior; Gastroc, gastrocnemius; Quad, quadriceps; EDL, extensor digitorum longus. Data are mean  $\pm$ SEM.

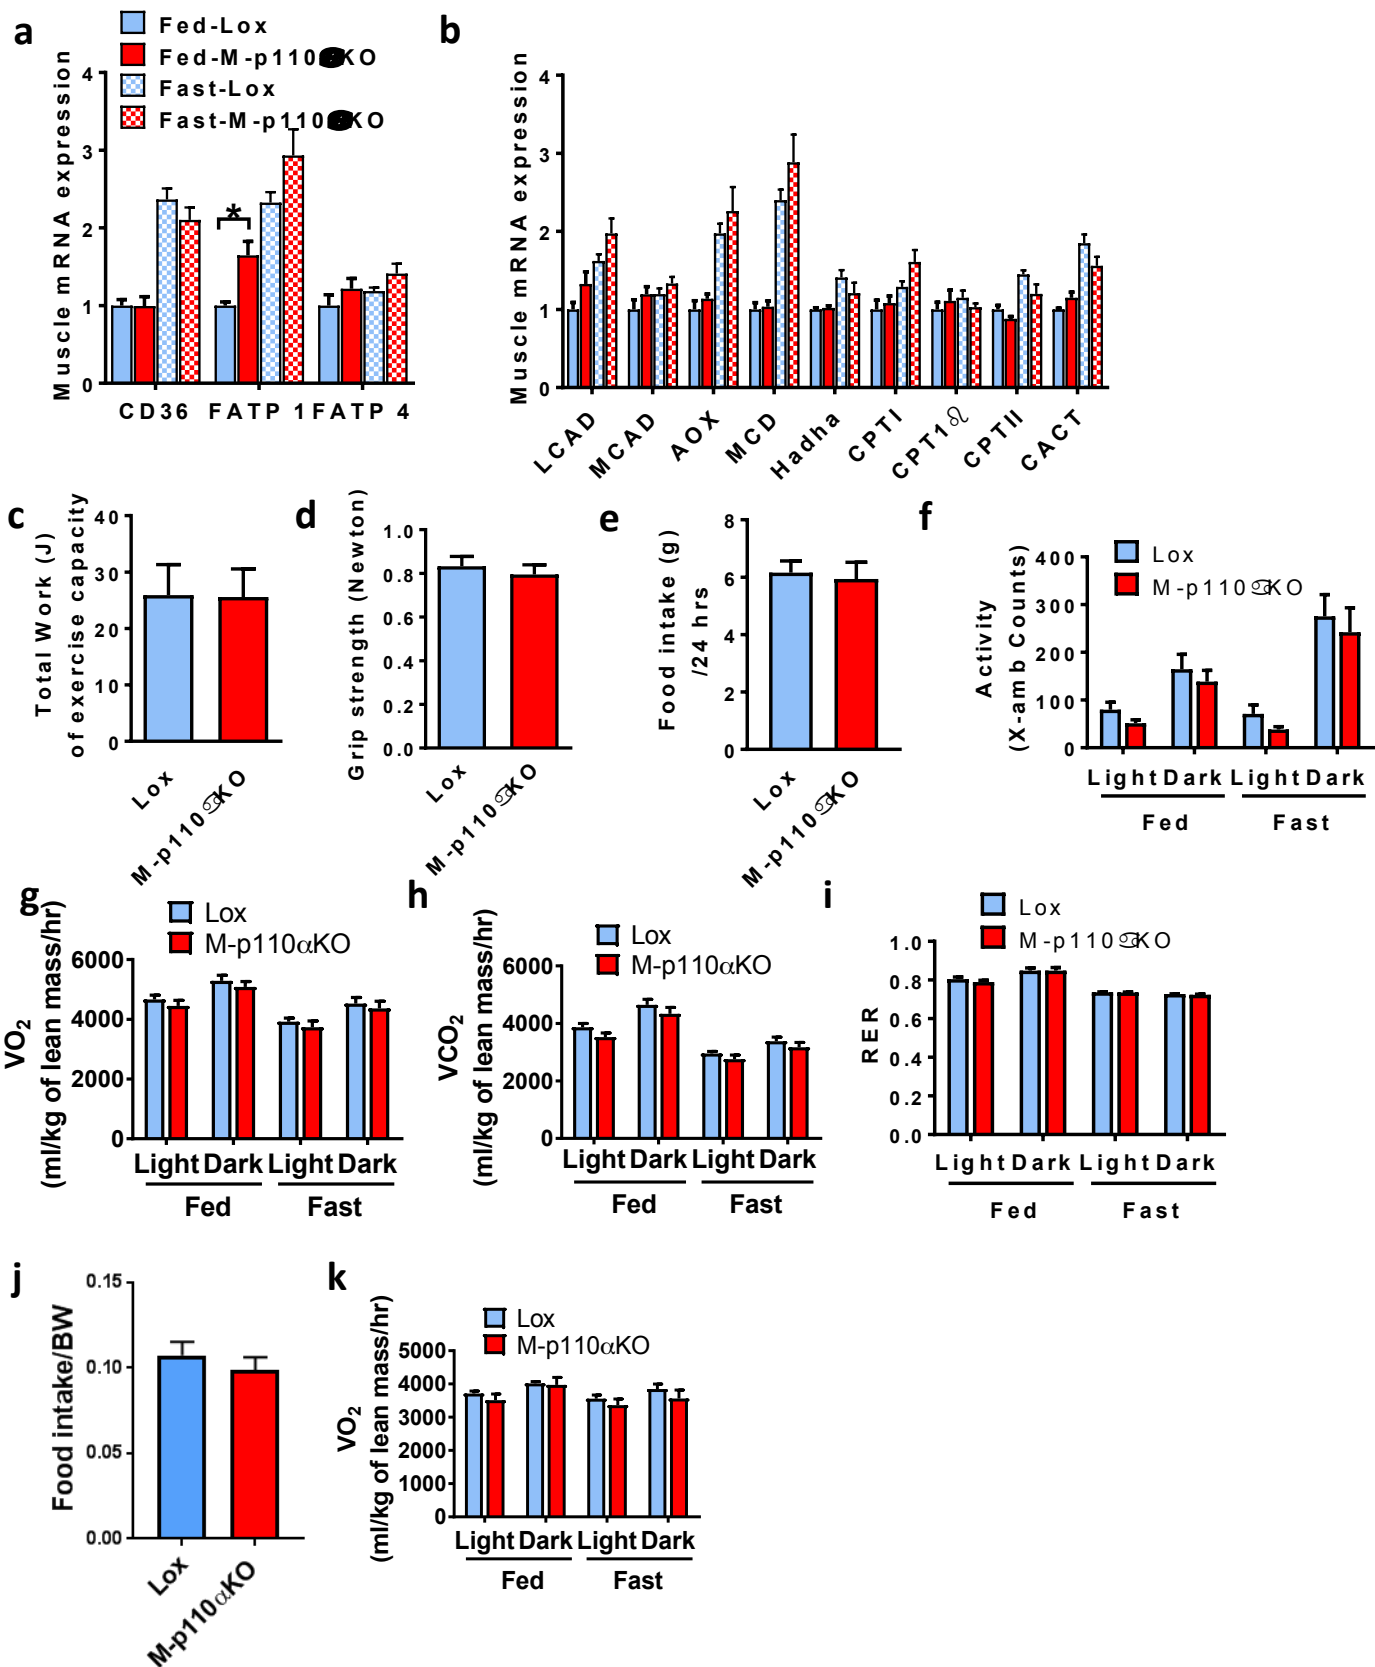

**Supplementary Figure 7. Metabolic parameters of 3- and 24-month-old M-p110 $\alpha$ KO mice assessed by CLAMS metabolic Cages.**

**a** mRNA expression of fatty acid transports in TA muscles of M-p110 $\alpha$ KO and control mice fasted for 24 hrs or randomly fed (n = 4-9).

**b** mRNA expression of genes regulating lipolysis in TA muscles of M-p110 $\alpha$ KO and control mice fasted for 24 hrs or randomly fed (n = 8).

**c** Total work of 3-month-old M-p110 $\alpha$ KO and control mice from acute treadmill test (n = 6).

**d** Forelimb grip strength of M-p110 $\alpha$ KO and control mice at 3 months of age (n = 6).

**e** Accumulative food intake in 3-month-old M-p110 $\alpha$ KO and control mice over 24 hr in CLAMS metabolic cages (n = 8).

**f-i** Spontaneous activities (f), VO<sub>2</sub> (g), VCO<sub>2</sub> (h) and respiratory exchange ratio (RER) (i) from 3-month-old M-p110 $\alpha$ KO and control mice during fed and fast cycles over 48hr in CLAMS metabolic cages (n = 8).

**j** Accumulative food intake in 24-month-old M-p110 $\alpha$ KO and control mice over 24hr in CLAMS metabolic cages (n = 5-6).

**k** VO<sub>2</sub> from 24-month-old M-p110 $\alpha$ KO and control mice during fed and fast cycles over 48hr in CLAMS metabolic cages (n = 5-6).

\*  $P < 0.05$  by Student's t-test. Data are mean  $\pm$ SEM.

**Fig. 1b**

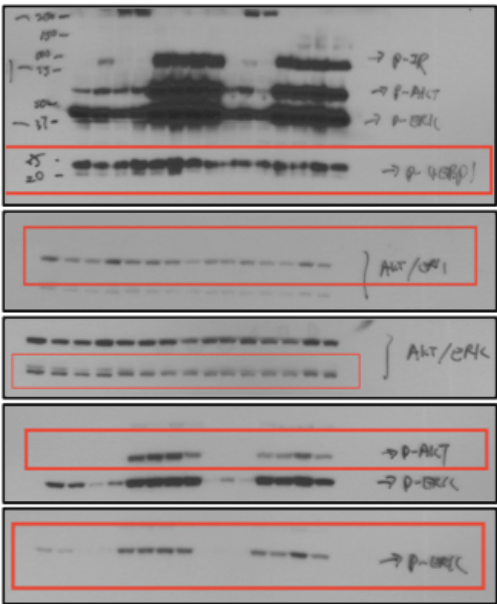

**Fig. 2a**

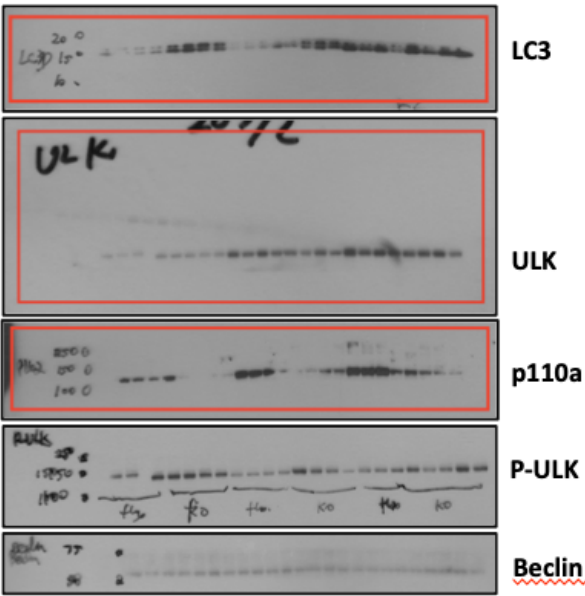

**Fig. 3e**

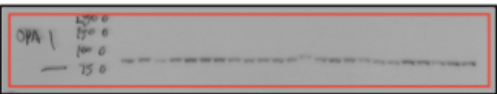

**Fig. 4d**

**Fig. 4a**

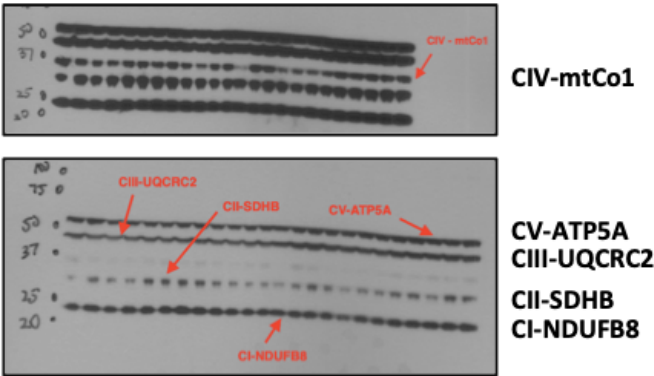

**Supplementary Figure 8. Uncropped blots.**

**Supplementary Table 1 Primers for quantitative RT-PCR of mouse genes**

| <b>Common name</b> | <b>Gene name</b>  | <b>5' primer</b>                   | <b>3' primer</b>                   |
|--------------------|-------------------|------------------------------------|------------------------------------|
| AOX                | <i>Acox1</i>      | CCTGATTCAAGCAAGGTAGGG              | TCGCAGACCCTGAAGAAATC               |
| ATGL               | <i>Pnpla2</i>     | TAATGTTGGCACCTGCTTCA               | CCACTCACATCTACGGAGCC               |
| Beclin1            | <i>Becn1</i>      | GGCGAGTTTCAATAAATGGC               | CCAGGAACTCACAGCTCCAT               |
| Cact               | <i>Slc25a20</i>   | AAACTTGGTGGTTGTGTCTGC              | TTTAAGAACCTCCTGGCTGG               |
| Cathepsin L        | <i>Ctsl</i>       | TATCCCTCAGCAAGAGAAAGCCCT           | TCCTTCATAGCCATAGCCCACCAA           |
| CD36               | <i>Cd36</i>       | CCTGCAAATGTCAGAGGAAA               | GCGACATGATTAATGGCACA               |
| CPT1 $\beta$       | <i>Cpt1b</i>      | GCTGCTTGCACATTTGTGTT               | TGTCTACCTCCGAAGCAGGA               |
| CPTI               | <i>Cpt1a</i>      | AGTGGCCTCACAGACTCCAG               | GCCCATGTTGTACAGCTTCC               |
| CPTII              | <i>Cpt2</i>       | TGGCTGTCATTCAAGAGAGG               | ATGCACTACCAGGACAGCCT               |
| FAS                | <i>Fas</i>        | CCTCAGCTTTAAACTCTCGGA              | CAGACATGCTGTGGATCTGG               |
| FATP1              | <i>Slc27a1</i>    | AGCCGAACACGAATCAGAAC               | TTCTGTGTGTACGTGGGTGG               |
| FATP4              | <i>Slc27a4</i>    | TCCTTCCGCAACTCTGTCTT               | AAGGAGCTGCCTCTGTATGC               |
| Gabarapl 1         | <i>Gabarapl 1</i> | GTCATCGTGGAGAAGGCTCCTAAA           | GGAGGGATGGTGTGTTGACAAAG            |
| GAPDH              | <i>Gapdh</i>      | TGTCGTGGAGTCTACTGGTGTCTT           | TCTCGTGGTTCACACCCATCACAA           |
| Hadha              | <i>Hadha</i>      | CTGGTCAGCAGAGCAGAAGA               | ATTGGCAGTCTCAGTCGCTT               |
| HSL                | <i>Lipe</i>       | GGAGAGAGTCTGCAGGAACG               | CCTGCAAGAGTATGTCACGC               |
| Lamp2a             | <i>Lamp2</i>      | ACAACCTGACTCCTGTCGTTTCA            | AGTTGGAGTTGGAGTGGGTGTTGA           |
| LC3B               | <i>Map1lc3b</i>   | CACTGCTCTGTCTTGTGTAGGTTG           | TCGTTGTGCCTTTATTAGTGCATC           |
| LCAD               | <i>Acadl</i>      | TCTTGCGATCAGCTCTTTCA               | GGTACATGTGGGAGTACCCG               |
| MCAD               | <i>Acadm</i>      | GCGAGCAGAAATGAAACTCC               | AGCTCTAGACGAAGCCACGA               |
| MCAD               | <i>Acadm</i>      | GCGAGCAGAAATGAAACTCC               | AGCTCTAGACGAAGCCACGA               |
| MCD                | <i>Mlycd</i>      | GCTACCAGGCTGAGGATCTG               | CCTCATGGTCAACTACCGCT               |
| MGL                | <i>Mgll</i>       | CACTTTTCCAGAACACACCC               | TGACTTTGCTCGGGGACC                 |
| Myf5               | <i>Myf5</i>       | AAT GCC ATC CGC TAC ATT GAG<br>AGC | TGT CAA AGC TGC TGT TCT TTC<br>GGG |
| Myod1              | <i>Myod1</i>      | AGC ACT ACA GTG GCG ACT CAG<br>AT  | TCC ACT ATG CTG GAC AGG CAG T      |
| Myogenin           | <i>Myog</i>       | TTG CTC AGC TCC CTC AAC CAG GA     | AGA TTG TGG GCG TCT GTA GGG<br>TCA |
| Myostatin          | <i>Mstn</i>       | TGG CTC AAA CAG CCT GAA TCC<br>AAC | TGG GTG TGT CTG TCA CCT TGA<br>CTT |
| p110 $\alpha$      | <i>PIK3CA</i>     | ACTTTGTGACCTTCGGCTT                | TCTTGGACTTCTGGATCTTTAACC           |
| p110 $\beta$       | <i>PIK3CB</i>     | GATGTCAAGGTTGTCTGCCA               | AGAAGACTGAAATGGGGGCT               |
| PGC1 $\alpha$ 1    | <i>Ppargcl1</i>   | CACTTCAATCCACCCAGAAAGCT            | GGACATGTGCAGCCAAGACTCT             |
| PGC1 $\alpha$ 2    | <i>Ppargcl2</i>   | GTTCAGGAAGATCTGGGCAAA              | CCACCAGAATGAGTGACATGGA             |
| PGC1 $\alpha$ 3    | <i>Ppargcl3</i>   | TTCAGGAAGATCTGGGCAAAGA             | AAGTGAGTAACCGGAGGCATTC             |
| PGC1 $\alpha$ 4    | <i>Ppargcl4</i>   | TCACACCAAACCCACAGAAA               | CTGGAAGATATGGCACAT                 |
| PPAR $\alpha$      | <i>Ppara</i>      | CAGTGGGGAGAGAGGACAGA               | AGTTCGGGAACAAGACGTTG               |

|        |               |                        |                       |
|--------|---------------|------------------------|-----------------------|
| PSMA1  | <i>Psmal</i>  | GACGAGACACAGGAAGTGGTC  | CAATTGCGGGTCTAACTGCT  |
| PSMA5  | <i>Psma5</i>  | TGTCCTTGATCACCTCCTCC   | GAAGCTGAATGCAACCAACA  |
| PSMB3  | <i>Psmb3</i>  | GAGCAAATGAAGGGCTTGAA   | GGCCAACCTCCTGTATGAGA  |
| PSMB4  | <i>Psmb4</i>  | TGTGGACATGCTTGGTGTAG   | CTGGCTGCTTCTCTAGAACTT |
| PSMC4  | <i>Psmc4</i>  | CTTGGAAGCTGTGGATCAGAA  | TCCCGGTCGATGGTACTC    |
| PSMD11 | <i>Psmd11</i> | CTAGATATGGAAGCAGCCACAG | CCAATGCTTGGCGTAAGAAAG |
| RPS27A | <i>Rps27a</i> | TCCTGGATCTTGGCCTTTAC   | CCACGATGCAGATCTTTGTG  |
| VLCAD  | <i>Acadvl</i> | CTGATGAGCTCCCAGGGTAA   | TTGGGCCTCTCTAATACCCA  |

## **SUPPLEMENTAL EXPERIMENTAL PROCEDURES**

### **Animal Diets and Treatments**

Animals were maintained on a standard chow diet containing 22% of calories from fat (Lab Diet 9F, 5020) or given a high-fat diet (HFD) with 60% calories from fat (OpenSource Diet D 12492, Research Diet). All mice were housed in a 20-22°C temperature-controlled room on a 12 h-light/dark cycle, and were allowed ad libitum access to water and food. For fasting studies, mice were transferred to a new cage without food for 24 hours and then sacrificed. Genome scan analysis carried by Jackson Laboratory showed p110 $\alpha$ -floxed mice in our study was 97.4 $\pm$ 0.1 % C57BL/6 mice, whereas the p110 $\beta$ -floxed mice were 74.7 $\pm$ 0.8 % C57BL/6.

### **Phosphatidylinositol 3-kinase (PI3K) activity**

Gastrocnemius muscles were collected from M-p110 $\alpha$ KO and control mice that had been injected with 5 U of regular insulin (Novolin, Novo Nordisk) via inferior vena cava and snap frozen in liquid nitrogen. PI3K activity was measured using a PI3-Kinase Activity ELISA kit (Echelon, K-1000s) following the manufacturer's instructions. Briefly, muscle were homogenized in ice-cold PI3K assay lysis buffer, and 500  $\mu$ g of protein were used for subsequent immunoprecipitation with anti-pTyr (BioLegend, 309302) or anti-IRS-1 (JD 287 (Sun et al., 1991)). PI3K assays were then performed as described.

### **Metabolic Measurements**

Mice were housed individually and their metabolic activities were assessed using an OPTO-M3 sensor system (Comprehensive Laboratory Animal Monitoring System, CLAMS; Columbus

Instruments) in the Animal Physiology Core of the Joslin Diabetes Research Center (DRC). Food intake, spontaneous activity, heat production, volume of O<sub>2</sub> consumption and volume of CO<sub>2</sub> produced were measured over a 72h light and dark cycle (48h fed followed by 24h fast). Glucose tolerance tests (GTT) and insulin tolerance tests (ITT) were performed in the mice that were fasted overnight and injected with glucose intraperitoneally (2 g/kg body weight) (GTT) or those after 4 h fasting and received insulin intraperitoneally (1 mU/g body weight) (ITT) as previously described <sup>1</sup>. Circulating hormones were assessed using a mouse insulin ELISA kit (Crystal Chem, 90080), a GDF-8/Myostatin Quantikine ELISA Kit (R&D systems, DGDF80) or a Mouse/Rat FGF-21 Quantikine ELISA Kit (R&D systems, MF2100) respectively. *In vivo* insulin signaling was performed in anesthetized, overnight-fasted mice that had been injected with 5 U of regular human insulin (Novolin, Novo Nordisk) via inferior vena cava (IVC). 7-10 minutes later, tissues were harvested and snap frozen in liquid nitrogen.

### **Physiologic Measurements**

Maximal exercise tolerance was measured in 3-and 16-month-old mice using a treadmill running protocol <sup>2</sup>. In brief, mice were given 30 minutes to acclimate to the treadmill (Columbus Instruments, Columbus, OH). They then exercised at 5 m/min at 0° incline for 5 min, and after each 5 min interval the speed was increased by 5 m/min until reaching 20 m/min with 0° incline. The slope was then increased every 5 min by 5 degrees, while maintaining the speed at 20 m/min until the mouse reached the exhaustion point. Maximal exercise tolerance was determined by the cumulative amount of work (kJ) that each mouse performed, calculated as body weight (kg) × vertical distance covered (m) × 9.81. Muscle strength of the forelimbs of each mouse was measured using a Grip Strength Meter (Columbus Instruments, Columbus, OH). In brief, each

mouse was held from the tip of its tail and the front paws grasped the grid. The grip was released when the mouse was pulled back gently. Hind limbs were kept free during the test. Each animal was tested 3 times with a 5 minute break between each measurement.

## **Histology**

SDH Staining. Frozen cross-sections of TA muscles were stained for succinate dehydrogenase (SDH) by immersing slides in staining buffer containing PBS with 0.5 M disodium succinate, 20 mM MgCl<sub>2</sub>, and 0.5 mg/ml of nitro blue tetrazolium for 15 minutes at 37°C. All slides were stained at the same time for the same duration, followed by the termination of stain by immersing slides in PBS <sup>3</sup>.

Haemotoxylin and eosin (H&E) Staining. Quadriceps muscles were fixed overnight with neutral-buffered 10% formalin at 4°C, paraffin embedded, sectioned, and stained with hematoxylin and eosin (H&E) <sup>4</sup>.

LC3 Staining. Frozen cross-sections of quadriceps muscles were immunofluorescently stained for LC3A (Cell Signaling, CS 4599) as previously described <sup>5</sup>.

PIP3 Staining. TA muscles were collected from M-p110αKO and control mice that were injected with 5 U of regular insulin (Novolin) via inferior vena cava and snap frozen in liquid nitrogen. Frozen cross-sections of these muscles were stained for PIP3 (Echelon Biosciences, Z-B345) using the protocol previously described <sup>6</sup>.

## **Quantification of Muscle Histology**

Images of muscles were quantified using Image J64 software (National Institutes of Health) as described previously <sup>7</sup>. The circumference of stained fibers was drawn manually to measure the

pixel cross-section area, and the number of fibers with specific stain was counted manually with <5% flaw/folding in entire cross-section. For the muscles stained with SHD, light to dark purple staining on any portion of the fibers was considered “Oxidative” while white to grey fibers were considered “Glycolytic”.

### **Triglyceride Assessment**

Muscle and liver triglyceride were determined using Triglyceride Reagents Set (Pointe Scientific, HT732-200) as described <sup>8</sup>. Briefly, 100 mg gastrocnemius muscle or 50 mg liver were homogenized in 2:1 chloroform/methanol buffer. Extracts were evaporated for 1h prior to biochemical determination per manufacturer’s instructions.

### **Citrate Synthase Activity Assessment**

Citrate synthase activity was determined using muscle lysates of M-p110 $\alpha$  and control mice as previously described <sup>9</sup>. Briefly, 6  $\mu$ g protein lysate isolated from gastrocnemius muscles of the mice was mixed with reaction buffer that contained 80 mM Tris-HCl, 0.1 mM 5,5-dithio-bis-2-nitrobenzoic acid (DTNB), 0.4 mM acetyl-CoA and 0.6 mmol/l oxaloacetate. Citrate synthase activity was detected by the transfer of sulfhydryl group to DTNB and calculated as micromoles per minute per gram of protein.

### **ATP Assay and ROS/RNS Assessment**

ATP production was determined from muscle lysate of M-p110 $\alpha$  and control mice using a luminescent assay kit (Molecular Probes, A22066) following the manufacturer’s instruction. Briefly, muscles were homogenized in ice-cold PBS, and muscle ATP was quantified by using a

luciferase-based kit in which luciferase converts luciferin to oxyluciferin in the presence of ATP from muscle samples. The emitted luminescence signal is directly proportional to ATP content. ROS/RNS production was assessed in muscle lysate using an In Vitro ROS/RNS Assay Kit (Cell Biolabs, STA-347).

## Reference

1. Bruning, J.C., Michael, M.D., Winnay, J.N., Hayashi, T., Horsch, D., Accili, D., Goodyear, L.J., and Kahn, C.R. (1998). A muscle-specific insulin receptor knockout exhibits features of the metabolic syndrome of NIDDM without altering glucose tolerance. *Mol Cell* 2, 559-569.
2. Li, M., Vienberg, S.G., Bezy, O., O'Neill, B.T., and Kahn, C.R. (2015). Role of PKCdelta in Insulin Sensitivity and Skeletal Muscle Metabolism. *Diabetes*.
3. Lee, K.Y., Russell, S.J., Ussar, S., Boucher, J., Vernochet, C., Mori, M.A., Smyth, G., Rourk, M., Cederquist, C., Rosen, E.D., et al. (2013). Lessons on conditional gene targeting in mouse adipose tissue. *Diabetes* 62, 864-874.
4. Widrick, J.J., Maddalozzo, G.F., Lewis, D., Valentine, B.A., Garner, D.P., Stelzer, J.E., Shoepe, T.C., and Snow, C.M. (2003). Morphological and functional characteristics of skeletal muscle fibers from hormone-replaced and nonreplaced postmenopausal women. *The journals of gerontology. Series A, Biological sciences and medical sciences* 58, 3-10.
5. Lee, K.Y., Singh, M.K., Ussar, S., Wetzel, P., Hirshman, M.F., Goodyear, L.J., Kispert, A., and Kahn, C.R. (2015). Tbx15 controls skeletal muscle fibre-type determination and muscle metabolism. *Nat Commun* 6, 8054.
6. Winnay, J.N., Solheim, M.H., Dirice, E., Sakaguchi, M., Noh, H.L., Kang, H.J., Takahashi, H., Chudasama, K.K., Kim, J.K., Molven, A., et al. (2016). PI3-kinase mutation linked to insulin and growth factor resistance in vivo. *J Clin Invest* 126, 1401-1412.
7. O'Neill, B.T., Lee, K.Y., Klaus, K., Softic, S., Krumpoch, M.T., Fentz, J., Stanford, K.I., Robinson, M.M., Cai, W., Kleinridders, A., et al. (2016). Insulin and IGF-1 receptors regulate FoxO-mediated signaling in muscle proteostasis. *J Clin Invest* 126, 3433-3446.

8. DeBosch, B.J., Chen, Z., Saben, J.L., Finck, B.N., and Moley, K.H. (2014). Glucose transporter 8 (GLUT8) mediates fructose-induced de novo lipogenesis and macrosteatosis. *J Biol Chem* 289, 10989-10998.
9. Rockl, K.S., Hirshman, M.F., Brandauer, J., Fujii, N., Witters, L.A., and Goodyear, L.J. (2007). Skeletal muscle adaptation to exercise training: AMP-activated protein kinase mediates muscle fiber type shift. *Diabetes* 56, 2062-2069.

# Supplementary material for: Role of p110a subunit of PI3-kinase in skeletal muscle mitochondrial homeostasis and metabolism
**Source:** Nat Commun. 2019 Jul 30;10:3412. doi: 10.1038/s41467-019-11265-y
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

N/A

Data analysis

All data were analyzed using GraphPad Prism 7 software and ImageJ was used to normalize the western blotting. Measurements were taken from distinct samples.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

nature research | reporting summary

October 2018

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Antibodies

### Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

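RNA was sequenced from TA muscle of 29 mice of 2 lines, with 3 or 4 mice in each group of genotype and feeding state. The labels give ages of 2–3 months and the paper 3 months. By the supplement the p110β line is less purely C57BL/6 than the p110α line, so the lines differ in genetic background as well as in the floxed gene. The authors used an mRNA library kit, aligned the reads with STAR to GRCm38 and counted reads per gene with featureCounts of Subread. The versions of these tools are not given in the sources used here. The deposited values are raw counts per gene, summed over all exons, for 48023 genes, and each of the 29 columns was assigned to a mouse by its label. Gene symbols, positions, exon lengths and GC content came from GENCODE M21, in which 47224 of the gene IDs have a symbol. The other 799 hold 0.0353% of the counts and were kept under their IDs.

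Assigned reads per library ranged from 5351935 to 11653239, with a median of 7828636. In the p110β line the medians were 7828636 in fed controls, 7191834 in fed M-p110βKO, 7638400 in fasted controls and 6941197.5 in fasted M-p110βKO. Mitochondrially encoded genes took 10.0 ± 1.40% (SD) of counts over all libraries and 7.98% in fasted M-p110αKO. Each of 39 pairs of libraries within a group was checked for copied counts: chi-square per degree of freedom was 3.64–28.05, above the value near 1 of a repeated library.

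Each line was fitted on its own, with 1 coefficient per group, in edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr (min.count 10, min.total.count 15), counts were scaled with TMM factors, and contrasts were tested with the quasi-likelihood F test. The SE of a log2 fold change is its absolute value divided by the square root of F. The 13 contrasts were those of genotype in each state and over both, of fasting in each genotype, of the interaction, and of the lines. In the last, 12760 genes were tested. Adjusted p values follow Benjamini and Hochberg over all genes tested, with a threshold of 0.05. CPM values are scaled with TMM factors within a line. The PCA was made on centred log2 CPM with a prior count of 2 over all genes tested, and groups were compared with exact two-sided permutation tests on the scores. The Pik3ca to Pik3cb ratio is the ratio of raw counts within a library.

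A set of 47 gene lists, with 1097 entries, was written from general knowledge before the data were examined. Each list was tested with camera of limma 3.58.1 on voom log2 CPM with a preset correlation of 0.01, again with an estimated correlation, with fry, and with a hypergeometric test of the called genes against all genes tested. The named genes were chosen by a rule: every gene the paper or its heatmaps name; in each contrast the 10 largest rises and the 10 largest falls among genes under the threshold with a mean log2 CPM of at least 1 and fully separated groups; up to 6 members of each list with the lowest adjusted p, with called members that go against the list; and cell type markers. The pseudogenes and Gm28438 were chosen after their values were seen.

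The alternatives were DESeq2 size factors, upper-quartile factors, no filter beyond 1 read, a filter of 1 CPM in 3 libraries, no mitochondrially encoded or 20 most abundant genes, DESeq2 1.42.0 (Wald test, no shrinkage), limma-voom, a fit of the compared groups alone, and the omission of each library in turn. For the PCA they were CPM without TMM, the 500 genes of highest variance, unit variance and a pseudocount of 1, and for the ratio the ratio of means, values per kilobase and fed controls alone. A correction of the counts for a spline (5 degrees of freedom) on GC content and exon length, which covered 99.7% of the genes in the p110α line, was added after the data were seen. So were counts of the main calls left when genes that differed between the fed libraries of both lines were dropped, with no new fit. Fits without 2 fasted controls of the p110β line, which leave 1 library in that group, were also added then.

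The methods were tested on simulated data with 67, 67 and 66 genes changed 1.5-, 2- and 4-fold at the depths of the fed p110α libraries. edgeR recovered 25.4%, 73.1% and 86.4% of them, with 6 false among 129 calls. DESeq2 had 15 false among 149 calls. At fasted depths edgeR recovered 17.9%, 70.2% and 84.9%, and for the interaction 5.97%, 52.2% and 71.2%. With a GC trend added to the fasted simulation, 173 of 297 calls were false without the correction and 7 of 128 with it. A shift of 0.2 in log2 CPM added to the OXPHOS genes was called by camera (adjusted p = 6.6e-14), with 0 of 39 other lists called. In the real fed comparison of the p110α line camera called 19 of 46 lists at the preset correlation and 0 with an estimated one. The simulated 0 of 39 therefore does not show how many list calls are false in the real data. The KEGG enrichment of the paper was not repeated, since the pathway definitions used are not in the files, and protein, RT-qPCR and metabolic measurements of the paper have no counts here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 with pandas 2.3.3.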

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

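The tests of a library set shared with the p110β line, of GC content behind the fasted calls, and the counts without genes that differ between the lines or without 2 fasted controls were chosen after the results were seen. The samples far from their group were sought in total counts, PCA scores, the ratio and 8 genes chosen after their values were seen.

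The interaction of genotype and fasting in the p110α line was called for 60 genes, a difference between groups. Of 100 splits, which exchange genotypes within a state, 2 called as many, the real one included, and the highest other called 111. The 2 other splits that left the fasted groups in place called at most 111 and the remaining 97 at most 4, so the count follows the fasted difference between genotypes, and chance can be excluded against no effect of deletion, not against an effect alike in both states. The count was 3 after the correction for GC content and exon length, 17 without the genes that differed between the lines and 2–74 with 1 library left out.

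In fasted M-p110αKO 811 genes were called against 76 in fed M-p110αKO. After the correction for GC content and exon length 354 and 80 were called, which argues against GC content or length as the whole cause, although fasted fold changes followed GC content (Spearman's rho 0.427 across genes, which are not independent replicates). Over 17 coding genes at least 4-fold apart between the lines, the 3 fasted M-p110αKO libraries lay at most 0.2508 of the way from p110α controls to p110β controls, which argues against mislabelled animals of the p110β line. A library or sequencing set shared with the p110β line may contribute: the pseudogenes Rpl35a-ps2, Gm10247 and Rps2-ps10, each with 0 reads in all other p110α libraries, gave 3 of 3 with reads in each fasted M-p110αKO library and 0 in fasted controls, and 26 of 44 pseudogenes were higher in them (highest other split 3, expected 1.26). The signed correlation of the fasted fold change with the line difference, 0.3834, was the highest of the 35 splits (highest other 0.3611). Negative correlations of −0.401 and −0.391 in other splits lay further from 0. This library set and the genotype coincide, and the lines differ in genetic background as well. A larger effect of p110α deletion in fasting and a library set therefore cannot be told apart.

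A single library lay far from the others in 3 of 53 groups tested, where chance gives about 1 in 20. The ratio of Pik3ca to Pik3cb was 13.79 in replicate 3 of the fed controls of the p110α line, above the other 3. H19 read 1138 CPM in replicate 8 of fed M-p110αKO, above the other 3. Igfn1 read 11.82 CPM in replicate 20 of fed M-p110βKO, below the other 3.

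The effect of deletion in fed muscle differed between the lines for 17 genes, including Cdh4 (−2.93 ± 0.55, p110α minus p110β) and Igfbp5 (−1.44 ± 0.24); the lines differ in genetic background too, which was not separated from the floxed gene. Of 60 splits, 1 called as many, the real one, and the highest other, which left the p110α libraries in place, called 14, so chance can be excluded against no effect of deletion in either line. The count was 10 after the correction for GC content and exon length and 0–52 with 1 library left out. The effect of fasting in controls differed between the lines for 199 genes, and for 43 without 2 fasted controls of the p110β line, which leaves 1 there with a spread taken from the other groups. Of 60 splits 6 called as many and the highest other called 5318, but these splits exchange fed and fasted libraries and bring back the effect of fasting itself, so they do not test this count, and no other test of chance was made.

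The paper does not analyse the RNA-Seq of the p110β line apart from the ratio. In fasted M-p110βKO 109 genes were called. Of 35 splits, 4 called as many and the highest other, which exchanges replicates 25 and 27, called 611, so chance cannot be excluded, and the samples have a structure besides genotype. Fasted controls 23 and 24 of this line held adipocyte transcripts (Plin1 26.1 and 22.5 CPM, Adipoq 19.2 and 24.8 CPM). Without them 29 genes were called, but 1 fasted control remains and the spread comes from the other groups, so this count does not test the comparison. The interaction in this line was called for 13 genes. Of 100 splits, 5 called as many and the highest other called 364, so chance cannot be excluded, and that split too points to a structure of the samples. With fasting 3297 genes were called in controls of the p110β line, where the 10 splits are too few for a share under 0.05 (highest other 0). In M-p110βKO 4643 were called, and of 35 splits 1 called as many, the real one (highest other 1), so chance can be excluded.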

How the results depend on the processing

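The GC and length correction, the counts of main calls without genes that differ between the lines and the fits without 2 fasted controls of the p110β line were chosen after the data were seen. Of 525 settings over all results other than single genes, 360 kept their side of the threshold or stayed within 1.5 times, 31 were weaker, 2 stronger, 132 moved and 0 reversed. A count of calls was judged by its total alone, so the 0 reversed does not cover its balance of rises and falls. In fasted M-p110αKO 375 rises and 436 falls became 458 and 330 with upper-quartile factors, and this setting was not scored as changed. Of 2285 settings for single genes, 1991 kept their side, 265 were weaker, 15 stronger and 14 reversed. Where the cause is not given by fewer genes or libraries, the cause was not tested. No paired analysis was possible because the groups compared share no replicate number. At this depth a 1.5-fold change was mostly missed.

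With no filter beyond 1 read the calls were 437 instead of 76 in fed M-p110αKO, 1235 instead of 811 in fasted M-p110αKO, 454 instead of 60 in the interaction, 940 instead of 432 over both states, 224 instead of 0 in fed M-p110βKO, 554 instead of 109 in fasted M-p110βKO, 377 instead of 13 in the p110β interaction, and 287 instead of 17 and 714 instead of 199 between the lines for deletion and for fasting. With DESeq2 they were 201 in fed M-p110αKO, 237 in the interaction, 678 over both states, 30 and 173 in fed and fasted M-p110βKO, 40 in the p110β interaction, and 72 and 381 between the lines. limma-voom called 53 in fasted M-p110βKO and 0 in the p110β interaction, and upper-quartile factors 6 in the latter. A fit of the compared groups alone called 44 in fed M-p110αKO, and 12 and 1 in fed and fasted M-p110βKO. The correction for GC content and exon length gave 354 in fasted M-p110αKO, 3 in the interaction, 0 in the p110β interaction and 10 between the lines for deletion. Dropping the genes that differ between the lines left 320 of the main calls in fasted M-p110αKO, 1467 with fasting in M-p110αKO, 17 in the interaction and 205 over both states. Without the 2 fasted controls with adipocyte transcripts there were 29 in fasted M-p110βKO, 2095 with fasting in p110β controls, 7 in the p110β interaction and 43 between the lines for fasting; 1 fasted control of the line then remains, and the spread comes from the other groups.

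Among the gene lists, the rank tests of the TCA cycle, OXPHOS and autophagy genes in fed M-p110αKO lost their call with an estimated correlation (adjusted p = 0.598 for each). They also lost it with the GC and length correction (0.0964, 0.178 and 0.0626, at medians of 0.13, 0.11 and −0.07). In fasted M-p110αKO an estimated correlation gave 0.952 for TCA cycle and OXPHOS genes, and the correction 0.88 for the OXPHOS genes, while at the preset correlation the TCA cycle genes (0.00444) and the atrophy and FoxO target genes (0.00444, lower) kept their calls, which ended with an estimated correlation on the corrected counts (0.89 for each). fry, which tests a list against no change and not against the other genes, is a separate question and gave 0.379 for each list when fed, and 0.2676 and 0.5678 for the TCA cycle and OXPHOS genes when fasted. The hypergeometric test of OXPHOS genes that rose gave 7.07e-05 instead of 1 when fed with unadjusted calls, and 0.0806 instead of 0.0218 when fasted at an adjusted p under 0.1. At an unadjusted p under 0.05, the TCA cycle genes called were 2 when fed, 4 when fasted and 3 in the interaction, and the OXPHOS genes 18, 24 and 17. With the correction 3 TCA cycle and 4 OXPHOS genes were called when fasted, and 0 OXPHOS genes in the interaction. In the PCA, unit variance gave exact p = 0.486 for fed PC2 and 0.0286 for fasted PC1, and log2 of CPM plus 1 gave 0.0571 for fed PC2. The ratio of Pik3ca to Pik3cb per kilobase was 9.70. With the correction, Dld in fasted M-p110αKO was 0.0166 instead of −0.24, Pik3ca 0.16 instead of −0.09 in fasted M-p110αKO and 0.0226 instead of −0.19 in the interaction, and Pik3cb in fed M-p110βKO 0.0216 instead of −0.00. For fasting in p110β controls it gave Pik3ca −0.31 (adjusted p = 0.0497) instead of −0.26 (0.125), and between the lines 0.55 (0.0733) instead of 0.78 (0.0244).

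With each library left out in turn, calls ranged over 16–83 in fed M-p110αKO, 218–660 in fasted M-p110αKO, 1667–2544 with fasting in M-p110αKO, 2–74 in the interaction, 246–572 over both states, 0–70 and 25–393 in fed and fasted M-p110βKO, 0–141 in the p110β interaction, and 0–52 and 56–438 between the lines for deletion and fasting. The fasted TCA cycle count ranged over 0–2, the fasted OXPHOS count over 3–9 and the OXPHOS interaction count over 0–1. The exact p of PC2 ranged over 0.0286–0.2 when fed and 0.0286–0.1 when fasted. Log2 fold changes of opposite sign were reached in the ranges of Becn1 (−0.185–0.0287) and Cox6a2 (−0.255–0.0695) in fed M-p110αKO, Ctsl (−0.0683–0.168) in fasted M-p110αKO and Pik3cb (−0.0720–0.0263) in fed M-p110βKO.

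Single libraries moved counts by over 1.5 times. In fed M-p110αKO there were 38 calls without replicate 1, 20 without 2, 16 without 6 and 38 without 8. In fasted M-p110αKO there were 411 without replicate 9, 445 without 10, 494 without 11, 481 without 12, 532 without 13 and 218 without 14, and with fasting in M-p110αKO 1667 without 13. In the interaction there were 2 without replicate 1, 4 without 2, 5, 6 or 12, 39 without 8, 10 without 9, 16 without 10, 13 without 11, 27 without 13 and 7 without 14. Over both states there were 270 without replicate 3, 246 without 9, 271 without 10, 279 without 14 and 263 without 15. In fed M-p110βKO there were 70 without replicate 16 and 1 without 18, and in fasted M-p110βKO 25 without 23, 33 without 24, 393 without 25, 53 without 26, 249 without 27, 67 without 28 and 56 without 29. In the p110β interaction there were 0 without replicate 17, 19, 24, 26 or 28, 44 without 16, 2 without 18, 5 without 21, 4 without 22, 1 without 23, 141 without 25, 63 without 27 and 6 without 29. Between the lines there were, for deletion, 7 without replicate 1, 8 without 2, 52 without 4, 5 without 5, 29 without 7, 10 without 8 or 21, 38 without 16, 2 without 17, 0 without 18, 7 without 19 and 6 without 22, and for fasting 123 without 4, 56 without 16, 109 without 17, 102 without 23, 83 without 24 and 438 without 25. Fasted TCA cycle calls were 0 without replicate 13 and 2 without 15, and fasted OXPHOS calls 5 without 9, 10, 11 or 13, 6 without 12 and 3 without 14. The fed exact p of PC2 was 0.0571 without replicate 3, 7, 9 or 10, 0.2 without 6, 0.0857 without 8 and 0.171 without 15. The fasted exact p of PC2 was 0.1 without any 1 fasted control and 0.0667 without any 1 fasted M-p110αKO, the smallest that these numbers allow.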

Differences from the paper's values

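The values of the paper set beside RNA-Seq here are from RT-qPCR, and the tests here were on TA muscle. A percentage here was counted as not differing where it lay within the replicate SD, in percentage points, of the paper's. Pik3ca mRNA was 77% lower in M-p110αKO in the paper, in pooled hindlimb muscles, and here −7.54% lower in fed TA muscle, that is, higher. All 16 alternatives set before the data were examined also differ from the paper's value (−15.81 to −0.777%). Pik3cb mRNA was 79% lower in M-p110βKO in the paper, in major hindlimb muscles, and here 0.304% lower in fed TA muscle. All 15 alternatives differ (−1.837 to 4.87%). The counts here are summed over all exons, and the floxed exon is a part of them.

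Myod1 mRNA was 49% higher in M-p110αKO in the paper and here −11.8% higher in fed muscle, that is, lower, and all 16 alternatives differ (−18.73 to −0.48%). Myog mRNA was 39% higher in the paper and here 132.9% higher (edgeR adjusted p = 0.114). Of its 16 alternatives 15 differ. The value without replicate 8 of fed M-p110αKO, 108.6%, lay within the wide replicate SD of 69.95 points and was not counted. Slc27a1 mRNA, for FATP1, was 60% higher in the paper and here 16.1% higher in fed muscle (adjusted p = 0.532), and all 16 alternatives differ (8.42 to 24.12%). In fasted muscle Slc27a1 read 249 ± 29.3 CPM in M-p110αKO (mean ± SD, n = 3) and 149.7 ± 16.9 in controls (n = 4). In fed muscle Myf5 (37.4% higher) and Mstn (37.1% lower) lay within the replicate SD (45.31 and 16.92 points) of the paper's 50% and 44%. Of the 16 alternatives for each, 0 differed, over ranges of 20.67 to 82.77% and 28.93 to 42.12%. In fasted muscle, where the paper states higher Myod1 and lower myostatin, Myod1 was higher (log2 fold change 1.82 ± 0.30, adjusted p = 0.00246) and Mstn lower (−0.90 ± 0.22, adjusted p = 0.0228). The fasted M-p110αKO values come from the 3 libraries with pseudogene counts like those of the p110β line. Myod1 was also higher in the fed p110β line than in the fed p110α line (0.54, edgeR adjusted p = 0.00829). Slc27a1 read 225 ± 14.7 CPM in fasted controls of the p110β line (n = 3), near fasted M-p110αKO, although CPM are scaled within each line.

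The paper states that pathways of the lysosome and autophagosome are enriched in M-p110αKO. Here the 102 lysosome genes had a median log2 fold change of −0.05 in fed and 0.08 in fasted M-p110αKO, with camera adjusted p = 0.406 and 0.345, and the 46 autophagy genes ranked lower when fed (adjusted p = 0.0313), a call that ended with an estimated correlation (0.598), and with the correction for GC content and exon length at the same median of −0.07 (0.0626). The paper states that mRNA of autophagy genes, including LC3b, beclin1 and cathepsin L, is higher in M-p110αKO. Here Map1lc3b (0.05 ± 0.10, adjusted p = 0.907), Becn1 (−0.06 ± 0.13, adjusted p = 0.897) and Ctsl (0.37 ± 0.15, adjusted p = 0.319) did not pass in fed muscle. For the TCA cycle and OXPHOS, 0 genes passed the edgeR test in fed M-p110αKO, 1 OXPHOS gene passed with DESeq2 and 0 of either list with limma-voom, and at an unadjusted p under 0.05 the lists held 2 and 18 genes. Of the TCA cycle genes that Fig. 1e shows high in fed M-p110αKO, 4 of 9 had the larger fold change when fasted. The paper gives a general threshold of p under 0.05 and states no separate one for pathway genes.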

Other observations

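The tests of mt-Nd3, of the GC-corrected gene lists and without 2 fasted controls of the p110β line were chosen after the results were seen.

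Over both states together, M-p110αKO had 185 genes higher and 247 lower. Mstn, encoding the growth inhibitor myostatin, was among them at a log2 fold change of −0.78 ± 0.15 (edgeR adjusted p = 0.00614), as were Myog, encoding the transcription factor myogenin, at 1.10 ± 0.24 (adjusted p = 0.0146) and Ppargc1a, encoding the coactivator PGC-1α of mitochondrial biogenesis, at 0.44 ± 0.11 (adjusted p = 0.0269). Of 17 denervation and neuromuscular junction genes, 4 rose and 0 fell in fasted M-p110αKO (6 and 0 adjusted over the list alone; camera adjusted p = 0.0176, 0.742 with an estimated correlation; after the correction for GC content and exon length 1 and 0, and 0.414, with the median at 0.24 instead of 0.36), with Chrna1, encoding a subunit of the acetylcholine receptor, at 1.49 ± 0.36. Of 28 glycolysis and glycogen genes, 5 rose and 1 fell (9 and 2 adjusted over the list alone; camera adjusted p = 0.0176, 0.742 with an estimated correlation; after the correction 2 and 0, and 0.233, with the median at 0.13 instead of 0.15), among them Hk2, encoding a hexokinase, at 0.48 ± 0.12. These fasted values come from the 3 libraries with pseudogene counts like those of the p110β line.

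In fasted M-p110βKO 36 genes rose and 73 fell. Of 23 extracellular matrix genes, 0 rose and 3 fell (0 and 7 adjusted over the list alone; camera adjusted p = 5e-09, 0.11 with an estimated correlation), with Col1a1, encoding type I collagen, at −1.20 ± 0.26. Of 5 adipocyte markers 1 rose and 3 fell (1 and 4 adjusted over the list alone), with Adipoq, encoding adiponectin, at −6.55 ± 1.07, in a comparison that includes the 2 fasted controls with adipocyte transcripts. Irs2, encoding an insulin receptor substrate, was at −0.99 ± 0.20 (adjusted p = 0.0221). In fed M-p110βKO edgeR called 0 of 12249 genes, with 517 higher and 543 lower at an unadjusted p under 0.05, 12 and 18 by DESeq2 and 0 by limma-voom. With 0 calls in the real split, all 35 of 35 splits call as many whatever the data (highest other 6), so they do not test chance. The effect of fasting in controls, p110α minus p110β, was 2.21 ± 0.21 for Nr1d1, a repressor of the circadian clock, and 1.80 ± 0.28 for Arntl, its activator. Of 17 circadian genes, 3 were higher and 3 lower (3 and 6 adjusted over the list alone; camera adjusted p = 0.119). With 1 fasted control of the p110β line, the one low in adipocyte transcripts, the folds were 2.33 and 2.02, without a spread for that group.

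Of the 35 splits of each comparison in the p110α line, 1, the real one, called as many genes in fed M-p110αKO (76, highest other 16), fasted M-p110αKO (811, highest other 19), with fasting in controls (3739, highest other 1) and with fasting in M-p110αKO (2673, highest other 856). Over both states 1 of 100 splits called as many (432, highest other 16). Chance can be excluded for these 5 counts.

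The OXPHOS and TCA cycle genes were on balance higher in fed M-p110αKO. Their medians, 0.19 and 0.15, lay at percentile 100 and 100 of 10000 random lists matched on exon length, GC content and expression, which argues against GC content or length as the whole cause. After the correction for both, the medians (quartiles) went from 0.19 (0.07–0.31) to 0.11 (0.00–0.21) and from 0.15 (0.05–0.25) to 0.13 (−0.00–0.21), against quartiles of all genes of −0.15–0.14. The camera calls were lost, for the OXPHOS genes at a smaller median and for the TCA cycle genes at nearly the same one. Chance cannot be excluded: 7 of 35 splits of the 8 fed libraries gave an OXPHOS median and 4 of 35 a TCA cycle median as far from 0 (highest other 0.34 and 0.16). An effect of p110α deletion stays open and may be part of it.

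mt-Nd3, encoding a subunit of complex I in mitochondrial DNA, varied 185.9-fold over the 14 libraries of the p110β line, and Gm28438, its nuclear copy, 412.3-fold. Reads shared between them are a candidate explanation, since the sum of both varied 1.956-fold and their transcripts differ at 1 of 345 positions. Deletion of p110β is argued against, since 5 of 8 M-p110βKO libraries had more Gm28438 than mt-Nd3, as had all 6 controls, while the other 3 and all 15 p110α libraries had more mt-Nd3. No biological explanation was tested for which mice carry which form.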
